# Downstream effectors of light- and phytochrome-dependent regulation of hypocotyl elongation in *Arabidopsis thaliana*

**DOI:** 10.1007/s11103-013-0029-0

**Published:** 2013-03-01

**Authors:** Sookyung Oh, Sankalpi N. Warnasooriya, Beronda L. Montgomery

**Keywords:** De-etiolation, Phytochrome, Hypocotyl, Photomorphogenesis, Arabidopsis, Development

## Abstract

Arabidopsis, like most plants, exhibits tissue-specific, light-dependent growth responses. Cotyledon and leaf growth and the accumulation of photosynthetic pigments are promoted by light, whereas hypocotyl growth is inhibited. The identification and characterization of distinct phytochrome-dependent molecular effectors that are associated with these divergent tissue-specific, light-dependent growth responses are limited. To identify phytochrome-dependent factors that impact the photoregulation of hypocotyl length, we conducted comparative gene expression studies using Arabidopsis lines exhibiting distinct patterns of phytochrome chromophore inactivation and associated disparate hypocotyl elongation responses under far-red (FR) light. A large number of genes was misregulated in plants lacking mesophyll-specific phytochromes relative to constitutively-deficient phytochrome lines. We identified and characterized genes whose expression is impacted by light and by phyA and phyB that have roles in the photoregulation of hypocotyl length. We characterized the functions of several identified target genes by phenotyping of T-DNA mutants. Among these genes is a previously uncharacterized *LHE* (*LIGHT*-*INDUCED HYPOCOTYL ELONGATION*) gene, which we show impacts light- and phytochrome-mediated regulation of hypocotyl elongation under red (R) and FR illumination. We describe a new approach for identifying genes involved in light- and phytochrome-dependent, tissue-specific growth regulation and confirmed the roles of three such genes in the phytochrome-dependent photoregulation of hypocotyl length.

**Electronic supplementary material:**

The online version of this article (doi:10.1007/s11103-013-0029-0) contains supplementary material, which is available to authorized users.

## Introduction

Plants exhibit distinct growth and developmental phenotypes in response to light exposure. A number of photoreceptor families have been identified as regulators of light-dependent growth and development including ultraviolet B (UV-B), blue/ultraviolet A (B/UV-A) and red/far-red (R/FR) receptors. The R/FR-absorbing phytochromes are the most extensively studied of the higher plant photoreceptors. Phytochromes are composed of an apoprotein and a covalently attached linear tetrapyrrole chromophore (bilin). Five distinct apoprotein-encoding genes, i.e., *PHYA*–*PHYE*, exist in Arabidopsis (Quail 1994; Sharrock and Quail 1989), whereas a single chromophore species, i.e., phytochromobilin, has been identified (Terry et al. 1993). Phytochromes are linked to the regulation of numerous aspects of light-regulated growth and development, including seed germination, inhibition of hypocotyl elongation, promotion of cotyledon and leaf expansion, accumulation of photosynthetic pigments, flowering and senescence (Franklin and Quail 2010; Kami et al. 2010). Although significant insights into phytochrome activation and upstream signaling events have been reported in recent years, less is known about the downstream molecular factors that lead to the observable phenotypic differences associated with, and often hallmarks of, photomorphogenesis.

Prior studies established transgenic expression of a gene encoding a phytochrome chromophore-degrading biliverdin reductase enzyme, i.e., *BVR*, as an effective method for inducing phytochrome deficiencies in planta (Lagarias et al. 1997; Montgomery et al. 1999, 2001). Furthermore, the use of distinct promoters or enhancer-trap-based tools for localized *BVR* expression is useful for the generation of lines with distinct patterns of tissue-specific phytochrome deficiencies and associated discrete phytochrome-deficient phenotypes (Costigan et al. 2011; Hopkins and Kiss 2012; Montgomery 2009; Warnasooriya and Montgomery 2009; Warnasooriya et al. 2011). Notably, comparative analyses of CAB3::pBVR and 35S::pBVR3 lines indicated that CAB3::pBVR seedlings, which have mesophyll-specific phytochrome depletion, exhibit elongated hypocotyls relative to No-0 WT and constitutive 35S::pBVR3 seedlings under increasing FR fluences (Warnasooriya and Montgomery 2009). The FR-dependent phenotypic differences in hypocotyl lengths between the 35S:pBVR3 and CAB3::pBVR lines, in part, may be due to differences in patterns of BVR accumulation in cotyledons of these two transgenic lines–35S-driven expression has been shown to be vascular enriched in transgenic plant systems (Hraška et al. 2008; Sunilkumar et al. 2002), whereas CAB3-driven expression is mesophyll specific (Mitra et al. 1989). However, we previously proposed that the observed phenotypic differences in these lines is also attributable to the retention of hypocotyl-localized phytochrome signaling in the absence of mesophyll-localized phytochromes in CAB3::pBVR seedlings, which results in the promotion of hypocotyl elongation in the absence of a dominant inhibitory action by mesophyll-localized phytochromes on hypocotyl elongation (Warnasooriya and Montgomery 2009). A prior assertion that a balance between opposing light-dependent growth forces, i.e., an inhibition of hypocotyl elongation and promotion of hypocotyl growth, to obtain optimal seedling height for a given light environment has been made (Parks et al. 2001). In support of this, results from prior studies support cotyledons as the site of phytochrome-dependent photocontrol of hypocotyl growth inhibition (Black and Shuttleworth 1974; Endo et al. 2005; Warnasooriya and Montgomery 2009) and phytochrome-dependent regulation of gene expression in the hypocotyl (Tanaka et al. 2002). Furthermore, a role of hypocotyl- or stem-localized phytochromes in FR detection and promotion of hypocotyl elongation has been recognized (Ballaré et al. 1990).

As our detailed analyses provided evidence that hypocotyl-localized phytochromes are still active in CAB3::pBVR lines (Warnasooriya and Montgomery 2009), we anticipated gaining insight at the molecular level into targeted disruptions in light-dependent signaling that impacts hypocotyl development. To this end, we initiated comparative analyses of a CAB3::pBVR line relative to a constitutive 35S::pBVR line under continuous FR (FRc) to identify differentially accumulating proteins by 1D SDS-PAGE analysis (Oh and Montgomery 2011), as well as transcriptomic analyses that were subjected to knowledge-based gene clustering assessment (Rosa et al. 2010). Based on changes in gene expression found in our microarray data, we chose candidate genes for further characterization in our current study. This investigation has resulted in an expansion of our understanding of molecular effectors that regulate light-dependent hypocotyl elongation in Arabidopsis through the identification of phytochrome-dependent effectors not identified through classic whole plant gene inactivation by insertional mutation or RNAi approaches combined with follow-up transcriptomic and phenotypic analyses. Furthermore, our studies resulted in the identification of a previously uncharacterized *LIGHT*-*INDUCED* *HYPOCOTYL* *ELONGATION 1* (*LHE1*) gene, whose expression is enriched in cotyledons and is phytochrome dependent.

## Materials and methods

### Plant materials

*Arabidopsis thaliana* Col-0 ecotype and T-DNA mutants were obtained from the Arabidopsis Biological Resource Center (ABRC; http://www.biosci.ohio-state.edu/pcmb/Facilities/abrc/abrchome.htm; (Alonso et al. 2003). Transgenic *BVR* lines, i.e., 35S::pBVR3 and CAB3::pBVR2, were previously described (Montgomery et al. 1999; Warnasooriya and Montgomery 2009). T-DNA insertion mutants *phyA* (SALK_014575) and *phyB* (SALK_022035) used in these studies were previously isolated and described (Mayfield et al. 2007; Ruckle et al. 2007).

### Light sources

White, far-red, and red light sources were those previously described (Warnasooriya and Montgomery 2009). We measured Wc and Rc fluence rates using a LI-250A Light Meter (LI-COR) connected to a LI-COR quantum sensor. FRc fluence rates were measured using a StellarNet EPP2000 spectroradiometer (Apogee Instruments).

### RNA extraction

Total RNA was isolated from 7-day-old whole seedlings grown at 22 °C in a temperature- and humidity-controlled growth chamber with FRc illumination (5 μmol m^−2^ s^−1^) or Rc illumination (50 μmol m^−2^ s^−1^) using RNeasy^®^ Plant Minikit (Qiagen, CA) according to the manufacturer’s instructions and including on-column DNase treatment (Qiagen, CA) for RT-PCR analyses. The quantity of RNA for each sample was analyzed by spectrometry (NanoDrop1000, Thermo Scientific, MA).

### Gene expression analysis using Arabidopsis ATH1 arrays

Seeds of No-0 WT, 35S::pBVR3 and CAB3::pBVR2 were sterilized as previously described (Warnasooriya and Montgomery 2009). Seeds were planted in petri dishes on agar media prepared as described (Warnasooriya and Montgomery 2009). To synchronize germination, plates with seeds were exposed to R light of 75 μmol m^−2^ s^−1^ for 5 min and imbibing seeds were cold-stratified at 4 °C in darkness for 3 days. Seedlings were grown under continuous far-red illumination for 7 days. Seven-day-old vegetative whole seedlings (300–500 mg) were quickly (<1 min) harvested and immediately frozen in liquid nitrogen inside the FR chamber. Total RNA was isolated using an RNeasy^®^ Plant Minikit (Qiagen, CA) according to the manufacturer’s instructions. After assessing the quality of isolated RNA on an Agilent 2100 Bioanalyzer (Agilent Technologies, Inc., CA), we used 500 ng of total RNA to synthesize amplified RNA (aRNA) using a MessageAmp™ Premier RNA Amplification Kit (Applied Biosystems/Ambion, TX) according to the manufacturer’s instructions with the following modifications. For in vitro transcription reaction, samples were incubated for 8 h at 40 °C. Binding of aRNA to magnetic beads following addition of 100 % ethanol was carried out for 5 min with gentle shaking. To capture the magnetic beads-aRNA complex, we placed U bottom plates on a magnetic stand for ~6 min. aRNA was eluted off of the magnetic beads through vigorous shaking for ~7 min. The quality of biotin-labeled aRNA was determined on an Agilent 2100 Bioanalyzer. We submitted ~12 μg of labeled aRNA to the Research Technology Support Facility at Michigan State University for hybridization with a GeneChip^®^ Arabidopsis ATH1 Genome Arrays (Affymetrix, Inc., CA) and acquisition of scanned probe arrays. Each labeled aRNA sample was hybridized to an individual ATH1 Genome Array and microarray analyses were conducted with three independent RNA extractions per sample. The expression data were subjected to per chip normalization (shift to the 75th percentile) with baseline transformation to the median of all samples using GeneSpring GX 10.0 (Agilent Technologies Inc., CA). We then filtered the data on flags (present or marginal in at least 1 of the 9 samples). We performed analysis of variance on log-transformed expression values by applying the Benjamini and Hochberg multiple testing correction with a *p* value cut off of 0.05 across the three groups (No-0 WT, 35S::pBVR3, and CAB3::pBVR2) to control the false discovery rate. Expression data of CAB3::pBVR2 was compared with 35S::pBVR3 to identify genes with changes in gene expression that are associated with the hypocotyl phenotype observed in CAB3::pBVR2 in FRc light. An expression filter of fold change greater or equal to 2.0 was applied for CAB3::pBVR2 samples against the 35S::pBVR3 sample, resulting in 712 genes for further analysis. The full microarray data has been submitted to the NCBI Gene Expression Omnibus database (submission number GSE38989) in a Minimum Information about a Microarray Experiment (MIAME) compliant standard.

### RT-PCR

Oligo(dT)_15_ primed-first-strand cDNA was synthesized from 1 μg of total RNA using a Reverse Transcription System (Promega, WI) according to the manufacturer’s instructions, with the following modifications: RT reactions were incubated at 42 °C for 1 h followed by 95 °C for 5 min and 4 °C for 5 min. The product of first-strand cDNA synthesis reactions was used as template in PCR reactions conducted with GoTaqGreen (Promega, WI). Oligonucleotides for selected genes and an ubiquitin-conjugating enzyme 21 (*UBC21*) as a control gene were designed using AtRTPrimer (Han and Kim 2006). PCR amplification was carried out with gene-specific oligonucleotides (Table 1) at 10 μM. The following thermal cycling conditions were used for the PCR amplification: (1) 1 cycle of denaturation at 94 °C for 2 min; (2) 27 cycles of denaturation at 94 °C for 30 s, annealing at 56 °C for 45 s, extension at 72 °C for 10–40 s; and (3) final extension at 72 °C for 5 min. PCR products were visualized after agarose gel electrophoresis and staining with ethidium bromide.

**Table 1:** Primer sequences for transcript analyses

AGI number	Annotation	Primers (forward/reverse)	Purpose
*At2g36145*	*LHE1*	tgctccaagttcttccgactaatgg/tcccggaggtgctttatctttcttc	RT-PCR
*At2g36145*	*LHE1*	gcagcgacgctcttcgttcca/cttcacttgccggggactcgc	qRT-PCR
*At5g45820*	*CIPK20*	aggcggtgagctttttgata/acccgagagatcgaatcctt	RT-PCR
*At5g45820*	*CIPK20*	ccaccgcgatctcaaaccgga/ccctcaacgcgctaaggccaa	qRT-PCR
*At1g26220*	*GCN5L*	aggcacaatctccactcctccagc/cgggtcagagacgaacccaagcg	RT-PCR
*At1g26220*	*GCN5L*	gcccgcttgggttcgt/ttgcgtataaaaaccattcctttg	qRT-PCR
*At5g25760*	*UBC21*	ccttacgaaggcggtgtttttcag/cggcgaggcgtgtatacatttg	RT-PCR
*At5g25760*	*UBC21*	caaatggaccgctcttatcaaag/ctgaaaaacaccgccttcgt	qRT-PCR

### Quantitative RT-PCR

For quantitative RT-PCR, cDNA was synthesized as described above with the following modifications: first-strand cDNA synthesis was performed with 100 ng of total RNA using random primers. The cDNA was combined with Fast SYBR^®^ Green Master Mix (Applied Biosystems) and used for quantitative PCR on an ABI 7500 Fast Real-Time PCR System (Applied Biosystems). PCR reactions were performed in three technical and three biological replicates. *UBC21* was used as a control gene for normalization in the experiments. The primers used for quantitative RT-PCR are listed in Table 1.

### Genotyping of T-DNA insertion mutants

We obtained T-DNA insertion mutants from the Salk T-DNA insertion mutant collection (Alonso et al. 2003) and genotyped the mutants by PCR as follows: We harvested leaf tissue from 3-week-old mutant plants grown on soil and extracted genomic DNA using (1) a MasterPure™ Plant Leaf DNA Purification Kit (Epicentre^®^ Biotechnologies) according to the manufacturer’s instructions or (2) a simplified CTAB (Cetyltrimethyl Ammonium Bromide)-extraction procedure (Lukowitz et al. 2000). We assessed homozygosity for T-DNA insertion in each SALK line by PCR using a T-DNA left border primer coupled with a target gene-specific oligonucleotide that anneals to a site downstream of the site of T-DNA insertion, and a pair of target gene-specific oligonucleotides that anneal downstream and upstream of the site of T-DNA insertion. PCR amplification was carried out with oligonucleotides at 10 μM. The following thermal cycling conditions were used for the PCR amplification: (1) 1 cycle of denaturation at 95 °C for 2 min; (2) 35 or 38 cycles of denaturation at 95 °C for 1 min, annealing at 55–59 °C for 30 s or 1 min, extension at 72 °C for 1 or 2 min; and (3) final extension at 72 °C for 5 min with a hold at 4 °C. All target gene-specific primers used for genotyping were designed using the web-based SALK T-DNA Primer Design tool (http://signal.salk.edu/tdnaprimers.2.html). Verified homozygous mutant plants were used in subsequent experiments.

### Hypocotyl inhibition assay

To determine whether the T-DNA insertion mutants for candidate genes selected based on microarray analysis displayed impaired hypocotyl development in FRc or Rc, we sterilized and planted seeds of homozygous mutants as described in Warnasooriya and Montgomery (2009). Imbibing seeds were cold-stratified at 4 °C for 3 or 4 days in darkness. Plates were transferred to a humidity-controlled chamber with FRc illumination at indicated fluence rates in μmol m^−2^ s^−1^, Rc illumination at indicated fluence rates or in darkness for 7 days at 22 °C. Using ImageJ software (NIH), we scanned seedlings and used plant images to quantify hypocotyl lengths. The hypocotyl inhibition assay was repeated three times. Percentage dark length and standard deviations of percentage dark length were calculated. We performed unpaired, two-tailed Student’s t-tests to compare the percentage dark length of hypocotyls of mutants relative to cognate wild-type seedlings at each fluence rate.

## Results

### Identification of target genes for mutant analyses

Under FRc growth conditions, the hypocotyls of the CAB3::pBVR2 line, which exhibits mesophyll-specific inactivation of phytochromes, are significantly longer than hypocotyls of a 35S::pBVR3 line exhibiting constitutive inactivation of phytochromes (Fig. 1; Warnasooriya and Montgomery 2009). 

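RNA abundance was measured on 9 ATH1 arrays, 3 for each line, in 7-day-old seedlings grown in FRc light at 5 μmol m-2 s-1. The lines were No-0 WT, 35S::pBVR3, in which phytochromes are inactivated constitutively, and CAB3::pBVR2, in which they are inactivated in mesophyll tissue. Arrays of the same line resembled one another most, with correlations across probe sets of 0.948 to 0.968. No-0 WT and 35S::pBVR3 arrays correlated at 0.925 to 0.946, 35S::pBVR3 and CAB3::pBVR2 arrays at 0.914 to 0.941, and No-0 WT and CAB3::pBVR2 arrays at 0.847 to 0.862. Genes are not independent replicates in these values. UBC21, the ubiquitin-conjugating enzyme gene used as the reference in the PCR assays, had signals of 2644 ± 170 in No-0 WT, 2687 ± 206 in 35S::pBVR3 and 2402 ± 239 in CAB3::pBVR2 (mean ± SD, n = 3). No difference in UBC21 passed the test between CAB3::pBVR2 and 35S::pBVR3 (log2 fold change −0.16, adjusted p = 0.556, limma), and its direction against No-0 WT turns with the scaling of the arrays. Of 22746 probe sets, 15436 gave signal high enough to be kept, and 4506 of these differed among the 3 lines in limma's moderated F-test at an adjusted p threshold of 0.05.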

Using FRc-grown seedlings, we identified 712 differentially-expressed genes (≥2-fold changes) by GeneSpring^®^ analyses of data from a microarray-based comparison of CAB3::pBVR2 and 35S::pBVR3 lines grown in FRc light (Fig. 1; full MIAME-compliant array data set submitted to Gene Expression Omnibus with submission number GSE38989). The expression of 147 of these genes was upregulated, whereas 565 exhibited downregulation.

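Most of the genes that differed between CAB3::pBVR2 and 35S::pBVR3 were lower in CAB3::pBVR2. Among the probe sets that passed the F-test across the 3 lines and differed at least 2-fold between this pair, 641 were lower and 230 were higher in CAB3::pBVR2. Among the falls was *AT4G26530*, annotated as a fructose-bisphosphate aldolase, which went from a signal of 1021 ± 253 in 35S::pBVR3 to 40.0 ± 7.54 in CAB3::pBVR2 (25.3-fold; mean ± SD, n = 3). *AT2G29290* fell 22.3-fold and DTX1, a multidrug efflux transporter of the MATE family, 16.6-fold. The receptor-like kinase gene *AT4G23290* went from 166 ± 67.8 to a level not above background, a fall of at least 4.59-fold, and cPT4, a cis-prenyltransferase, likewise fell at least 2.12-fold. Among the rises, *AT2G16005* was 11.4-fold and *AT4G17470* 10.5-fold higher in CAB3::pBVR2. TSA1 (6.27-fold) and the beta-glucosidase BGLU18 (4.54-fold), both associated with endoplasmic reticulum bodies, rose, as did AtGH9B13, a glycosyl hydrolase of family GH9 (5.54-fold), and PROPEP4, the precursor of a danger peptide (4.40-fold). These genes were picked as the largest changes among those that passed the direct limma contrast with no overlap between the arrays of the lines. That they meet both conditions is therefore no further evidence. Their adjusted p ran from 1e-05 for *AT2G29290* to 0.0136 for BGLU18. The direct contrast at an adjusted p threshold of 0.05 with at least a 2-fold change gave 560 lower and 127 higher probe sets (81.5% lower), and 201 higher with the replicate number as a block. The count of higher probe sets was 13 with a plain test of the 2 lines in place of limma's, 61 without a filter on signal and 72 without CAB3::pBVR2 replicate 1. That of lower probe sets was 228 with the plain test. This is the 2-line form of the methods' analysis of variance, and the paper did not run it. The methods' own rule, an F-test across the 3 lines with a 2-fold change, gave 149 higher and 567 lower probe sets here. With the plain 2-line test the direct calls of *AT4G23290*, *AT4G17470*, AtGH9B13, PROPEP4 and BGLU18 were lost. The call of BGLU18 (adjusted p from 0.00333 to 0.074 over the settings) also ended without a filter (0.0503), and without 35S::pBVR3 replicates 1 (0.0527) or 3 (0.0514) and without CAB3::pBVR2 replicate 1 (0.0513).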

**Fig. 1:**
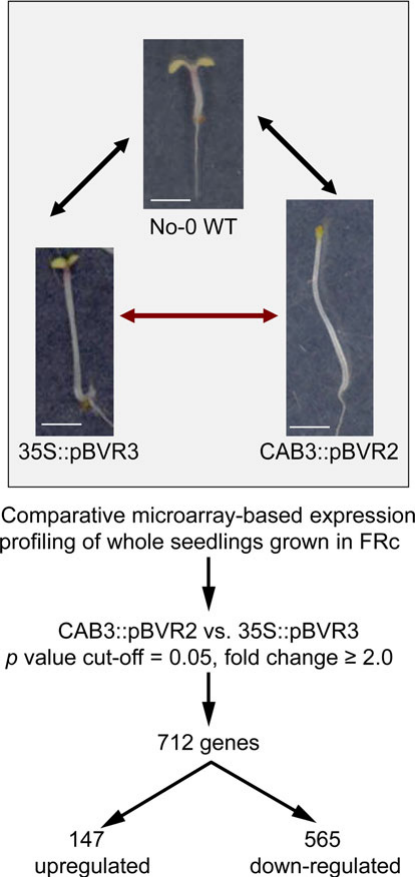
Diagram of the experimental approach used to identify novel genes involved in the far-red dependent regulation of hypocotyl elongation. Images of No-0 WT, 35S::pBVR3 and CAB3::pBVR2 seedlings as described in Warnasooriya and Montgomery (2009) are shown here all at equal magnification to emphasize the relative difference in hypocotyl lengths observed for seedlings grown at 22 °C on Phytoblend medium containing 1 % Suc for 7 days under continuous far-red (FRc) illumination of 5 μmol m^−2^ s^−1^

The full set of 712 genes was subjected to functional categorization according to gene ontology (GO) annotations using TAIR (www.arabidopsis.org/tools/bulk/go/index.jsp). 

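Most measured nuclear genes for photosynthesis and for making chlorophyll passed as lower in CAB3::pBVR2 than in 35S::pBVR3, and all 68 measured plastid-encoded genes had fold changes below 0. Of 16 nuclear genes for light harvesting, the photosystems, the NDH complex and the Calvin cycle that could be named independently of the study's own list, grouped after the naming of the probe sets was seen, 13 were lower (14 adjusted over the list alone) and 0 were higher in limma (14 and 0 at an unadjusted p under 0.05), with a median log2 fold change of −1.12. NdhN, a subunit of the NDH complex, fell 4.01-fold (577 ± 166 to 139 ± 9.38, mean ± SD, n = 3), and SBPASE and PRK, enzymes that regenerate the CO2 acceptor of the Calvin cycle, fell 3.77-fold and 3.08-fold. PSAE-1, a subunit of photosystem I, fell 2.80-fold (adjusted p = 0.000779). By group, 2 of 3 light-harvesting, 5 of 6 photosystem and electron transport, 3 of 3 NDH and 3 of 4 Calvin cycle genes were lower. Adjusted over the list alone, the counts were 2, 5, 3 and 4. Of 9 chlorophyll synthesis genes, 6 were lower and 0 higher (8 and 0 adjusted over the list alone, as at an unadjusted p under 0.05), with a median of −0.83. CHLI2, a subunit of the magnesium chelatase, fell 3.27-fold, HEME1, a uroporphyrinogen decarboxylase, 1.95-fold, and CHLM, the magnesium protoporphyrin methyltransferase, 1.79-fold. Of 68 genes encoded in the plastid itself, 15 were lower and 0 higher (35 and 0 adjusted over the list alone, 40 and 0 at an unadjusted p under 0.05), with a median of −0.79. The plastid transcripts for the photosystem II protein D1 (psbA) and the large subunit of Rubisco (rbcL) fell 5.67-fold and 3.69-fold. The 8 measured mitochondrion-encoded genes, among them cox1 and nad9, had a median of 0.02, whose sign turns with the scaling, and 0 passed limma's test (0 also at an unadjusted p under 0.05). With a stricter filter on signal, 2 of them remained, at −0.415. The 25S rRNA control signal, of an RNA without a poly(A) tail, differed by −1.723 on the log2 scale (1 probe set, arrays overlapping, exact permutation test, p = 0.3). A lower capture of transcripts without such a tail therefore stays open as a part of the plastid fall. Set tests that compare a list with all other genes (camera) gave an adjusted p of 3.81e-14 for the nuclear photosynthesis genes, 5.34e-07 for chlorophyll synthesis and 3.94e-15 for the plastid genes. With an estimated correlation, the adjusted p was 0.0344 for the nuclear photosynthesis genes and 0.0184 for chlorophyll synthesis. For the plastid genes it was 0.173 with an estimated correlation, and they then did not pass. In limma's fry, which tests a list without reference to other genes, the adjusted p was 6.62e-05 for the nuclear photosynthesis genes, 3.35e-05 for chlorophyll synthesis and 0.0173 for the plastid genes.

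**Figure D1:**
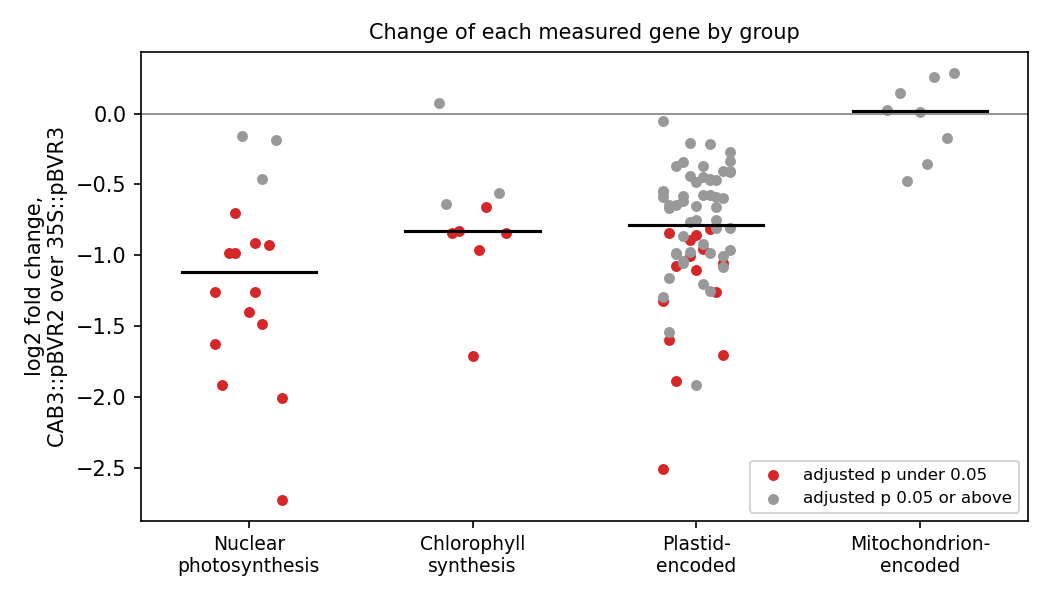
Log2 fold change between CAB3::pBVR2 and 35S::pBVR3 of each measured gene in 4 groups; each point is 1 gene (difference of the means of 3 arrays per line), red points passed limma's contrast at an adjusted p threshold of 0.05, and black lines are medians. Almost all points of the nuclear photosynthesis, chlorophyll and plastid groups lie below 0, while the mitochondrion-encoded genes lie on both sides of it, with a median whose sign turns with the scaling.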

A larger number of chloroplast/plastid and energy-related genes were differentially expressed in the CAB3::pBVR2 line relative to 35S::pBVR3, as compared to those in the whole genome of Arabidopsis (chloroplast/plastid genes: 33 % in CAB3::pBVR2 vs. 35S::pBVR3, 10 % in Arabidopsis whole genome; energy-related genes: 4 % in CAB3::pBVR2 vs. 35S::pBVR3, 1 % in Arabidopsis whole genome) (Fig. 2). These results suggest that regulation of the expression of chloroplast/plastid and energy-related genes by mesophyll-specific phytochromes is correlated with de-etiolation of Arabidopsis seedlings in FRc light. A number of energy-related genes that were identified among downregulated genes include several genes that encode proteins involved in photosystem structure and function (Table 2), which is correlated with prior studies that demonstrate a reduction in photosynthesis-related *CAB* mRNA in a *phyA* mutant after FR exposure (Reed et al. 1994). 

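All 8 energy-related genes of Table 2 were lower in CAB3::pBVR2 than in 35S::pBVR3. FNR2, a ferredoxin-NADP(+) oxidoreductase at the end of photosynthetic electron transport, had signals of 2540 ± 601 in 35S::pBVR3 and 336 ± 74.3 in CAB3::pBVR2, a log2 fold change of −2.91 ± 0.22 (SE, n = 3 per line, adjusted p = 0.000288, limma). PPL2, CRR23 and PNSL2, which belong to the chloroplast NDH complex or its assembly, fell 7.13-fold, 6.60-fold and 4.97-fold. FBA1, a plastid aldolase of the Calvin cycle, fell 6.37-fold and CA1, a carbonic anhydrase, 5.61-fold. For *AT1G70820*, a putative phosphoglucomutase, the CAB3::pBVR2 signal was not above background, so that its fall from 166 ± 22.2 was at least 4.86-fold. Among other genes of the light reactions that the study lists, 7 of 7 light-harvesting genes had lower means (6 passed the contrast), including LHCB2.3 (4.60-fold) and LHCB6 (2.83-fold), antenna proteins of photosystem II. Further, 23 of 23 photosystem and electron transport genes, FNR2 among them, passed as lower, including PSAH2 (3.58-fold), a subunit of photosystem I. Likewise 12 of 12 listed NDH genes and 11 of 11 listed Calvin cycle genes were lower, as were 3 nuclear regulators of plastid genes, SIGF, SIGC and CGA1. The NDH count holds PPL2, CRR23 and PNSL2 of Table 2 again. The Calvin cycle list holds FBA1 again, and also CA1, the carbonic anhydrase gene. These genes entered the study's list on the same arrays, so that their common direction is not independent evidence. In the descriptions of that list, a word for chloroplast, plastid, photosystem, thylakoid or chlorophyll stood with 75 of 565 lower probe sets (13.3%) and with 0 of 147 higher ones (Fisher's exact test, two-sided, p = 1.3e-08; lower bound of the odds ratio 5.85). From the larger share of chloroplast and energy genes in this list, the paper proposes that control of these genes by mesophyll phytochromes is correlated with de-etiolation in FRc light.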

We also noted downregulation of genes such as *At5g05270*, which encodes a chalcone flavone isomerase family member (i.e., downregulated ~3-fold), that is correlated with a prior reported phenotype of reduced FRc-associated anthocyanin accumulation in the CAB3::pBVR2 line relative to 35S::pBVR3 (Warnasooriya and Montgomery 2009).

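*AT5G05270*, the chalcone-flavanone isomerase family gene, had signals of 224 ± 9.53 in No-0 WT, 143 ± 3.04 in 35S::pBVR3 and 415 ± 33.4 in CAB3::pBVR2 (mean ± SD, n = 3). It was 2.9-fold higher in CAB3::pBVR2 than in 35S::pBVR3 (log2 fold change 1.54 ± 0.13, SE, adjusted p = 0.000409, limma), and all 3 arrays of CAB3::pBVR2 lay above all 3 of 35S::pBVR3. Against No-0 WT it fell in 35S::pBVR3 (−0.65, adjusted p = 0.0214) and rose in CAB3::pBVR2 (0.89, adjusted p = 0.000899). It was the only one of 5 measured genes of flavonoid and anthocyanin synthesis that differed between the pBVR lines (1 also adjusted over the list alone). DFR, which makes the leucoanthocyanidin precursors of anthocyanin, was near background in both (35.0 ± 6.56 and 27.8 ± 5.03) and did not differ between them (adjusted p = 0.52). UGT78D2, a flavonoid glucosyltransferase, had signals of 461 ± 54.9 and 457 ± 48.0. DFR was lower in both lines than in No-0 WT (100 ± 34.2), with an adjusted p of 0.0161 in 35S::pBVR3 and a fall of at least 2.84-fold in CAB3::pBVR2 (adjusted p = 0.000892), whose arrays were not above background. As a list, the flavonoid genes were lower in 35S::pBVR3 than in No-0 WT, 2 of 5 passing (3 adjusted over the list alone; camera adjusted p = 0.00327, adjusted p = 0.0966 with an estimated correlation). Between CAB3::pBVR2 and 35S::pBVR3 the list's median was −0.01, with a sign that turns with the scaling, the filter on signal and single arrays, and camera gave an adjusted p of 0.33 (adjusted p = 0.414 with an estimated correlation), while fry, which tests a list without reference to other genes, gave 0.0314. The fall of *AT5G05270* in 35S::pBVR3 against No-0 WT (adjusted p from 0.00832 to 0.0671 over the settings) did not pass without a filter on signal (0.0587), without No-0 WT replicates 1 (0.0671) or 2 (0.0663), or without any single 35S::pBVR3 array (0.0581 to 0.0604).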

**Fig. 2:**
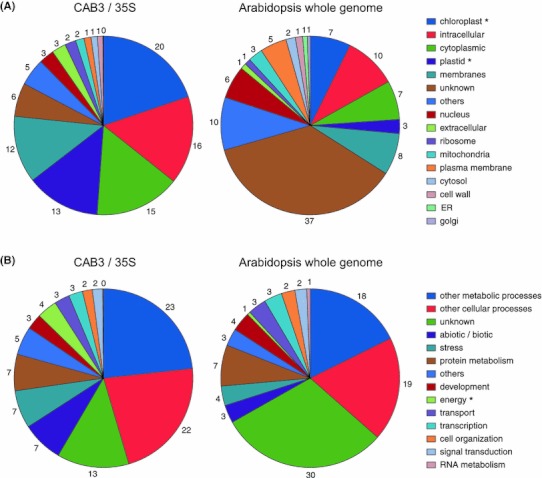
Functional categorization of differentially expressed genes in CAB3::pBVR2 relative to 35S::pBVR3. In a comparison of CAB3::pBVR2 (CAB3) and 35S::pBVR3 (35S) lines, 712 differentially-expressed genes (≥2-fold changes) and ~26,000 genes from Arabidopsis whole genome were grouped by cellular component (**a**) or biological process (**b**) based on Arabidopsis Gene Ontology annotation. Percentages are listed for each category. * indicates a category of interest

**Table 2:** Energy-related genes misregulated in CAB3::pBVR2 versus 35S::pBVR3 seedlings

Rank^a^	AGI no.	Fold change^b^	Annotation	Reference(s)
4	*At1G70820*	−36.4	Putative phosphoglucomutase	NA^c^
6	*At4G26530*	−25.3	Putative fructose-bisphosphate aldolase	NA
23	*At1G20020*	−7.5	Ferredoxin-NADP(+) oxidoreductase	Lintala et al. (2007)
26	*At2G39470*	−7.1	Photosystem II reaction center PsbP family protein; *PsbP*-*LIKE PROTEIN 2* (*PPL2*)	Ishihara et al. (2007)
29	*At1G70760*	−6.6	*CRR23* (*CHLORORESPIRATORY REDUCTION 23*)	Shimizu et al. (2008)
31	*At2G21330*	−6.4	*FRUCTOSE*-*BISPHOSPHATE ALDOLASE 1* (*FBA1*)	NA
40	*At3G01500.2*	−5.6	*CARBONIC ANHYDRASE 1* (*CA1*)	NA
48	*At1G14150*	−5.0	*PHOTOSYNTHETIC NDH SUBCOMPLEX L 2* (*PNSL2*); *PSBQ*-*LIKE 1* (*PQL1*)	Yabuta et al. (2010)

^a^Rank in list of top 50 of the 565 downregulated genes from most to least downregulated

^b^Level of downregulation of gene expression

^c^NA, not applicable or no published report on function of the indicated gene

In this study, we were interested in identifying genes that are associated with the misregulation of light-dependent hypocotyl elongation. 

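Supplemental Table S1 names 26 genes taken from the comparison of CAB3::pBVR2 with 35S::pBVR3, and in the array signals 16 of them were lower and 10 were higher in CAB3::pBVR2. All 16 lower genes passed the direct limma contrast, and so did 7 of the 10 higher ones. Among the regulators, the auxin response factor gene ARF12 fell 4.29-fold (1674 ± 883 to 379 ± 163, mean ± SD, n = 3), while the transcription factor genes MYB47, MYB34 and ATHB7 rose 2.92-fold, 2.82-fold and 2.92-fold. HCF173, needed for translation of the plastid psbA transcript, fell 2.51-fold, and KCS12, a fatty acid elongase, 4.63-fold. *AT1G72030*, an acetyltransferase related to GCN5, went from 3732 ± 321 to 1259 ± 325, a 3.02-fold fall. SP1L2 and *AT2G38300* were not above background in CAB3::pBVR2, with falls of at least 3.39-fold and 2.25-fold. *AT1G23160*, also not above background in CAB3::pBVR2, was unusual in that its 35S::pBVR3 signal (141 ± 89.7) stood above No-0 WT as well, where it was not above background either (adjusted p = 0.048, and 0.0571, not passing, with the replicate number as a block). That rise over No-0 WT also did not pass without a filter, with a plain test of the 2 lines or without any No-0 WT array. Its adjusted p ran from 0.0251 to 0.17 over the settings. PIL2, which the paper also names PIF6, had a log2 fold change of 1.21 (adjusted p = 0.0676, limma) and *AT1G56660* one of 1.13 (adjusted p = 0.0771). Neither passed the direct contrast, although both met the F-test across the lines (adjusted p = 0.00648 and 0.00206) and a 2-fold change. With the replicate number as a block *AT1G56660* did pass the contrast (adjusted p = 0.00543, in a range over the settings from 0.00543 to 0.275). The study chose this list on these arrays, so that neither its counts nor a test of the list are independent evidence of a direction. By the methods' own rule, an F-test across the 3 lines with a 2-fold change, 697 of the 698 probe sets of the study's list kept here were called. The direct calls of ARF12, HCF173, KCS12, *AT1G72030*, SP1L2 and *AT1G23160* were lost with a plain test of the 2 lines, which the paper did not run. Those of MYB47, MYB34 and ATHB7 were lost with it, without a filter and without single arrays: MYB47 without 35S::pBVR3 replicate 2 (0.0595) or CAB3::pBVR2 replicates 2 (0.0543) or 3 (0.0504), MYB34 without 35S::pBVR3 replicates 2 (0.0864) or 3 (0.0804) or CAB3::pBVR2 replicates 1 (0.0639) or 3 (0.0583), and ATHB7 without any 35S::pBVR3 array (0.067 to 0.089).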

We initially screened T-DNA mutants for ~25 genes whose expression was altered by at least twofold in a comparison of CAB3::pBVR2 and 35S::pBVR3 lines (Supplemental Table S1). In addition to fold change in gene expression, these differentially-expressed genes were identified based on further assessment of information available from functional categorization of GO annotations on TAIR and/or data from publicly available gene expression data sets indicating tissue-specific or light-dependent gene expression patterns (AtGenExpress, www.weigelworld.org/resources/microarray/AtGenExpress). Thus, the ~25 genes were identified as candidates as they represented targets annotated as energy-related, FR-upregulated, tissue-specific, direct targets of LONG HYPOCOTYL5 (HY5), a TF that promotes photomorphogenesis (Osterlund et al. 2000) and that was previously documented as a component of phytochrome-mediated light signaling targets, or putative regulatory factors such as transcription or signaling factors (Supplemental Table S1). Among the lines for which homozygous mutants were isolated, three showed reproducible elongation of hypocotyl lengths under FRc illumination (see bolded lines in Supplemental Table S1). Here, we further characterize the functions of these three down-regulated genes by analyses of available homozygous T-DNA insertion alleles from the Salk Institute Genomic Analysis Laboratory (SALK, http://signal.salk.edu; Table 3).

**Table 3:** Genes for characterization as effectors involved in the photoregulation of hypocotyl elongation

AGI no.	Fold change^a^			Annotation	Expression/function	Mutant lines^b^	Reference(s)
	35S/WT	CAB3/WT	CAB3/35S				
*At2g36145*	−2.3	−11.2	−5.0	*LHE1*	FR^c^	SALK_042596; SALK_051078	Zybailov et al. (2008)
*At5g45820*	−2.1	−15.1	−7.4	*CIPK20*/*SnRK3.6*	HY5-Target/Kinase	SALK_040637; SALK_003410	Gong et al. (2002), Lee et al. (2004)
*At1g26220*	−2.0	−4.0	−2.0	*GCN5L*	N-acetyl transferase	SALK_062388; SALK_150736	Zybailov et al. (2008)

^a^−downregulation of gene expression

^b^Mutant lines. SALK T-DNA insertional mutant lines

^c^FR, upregulated by far-red light treatment

The three candidate genes targeted for additional analysis are as follows: (1) a five-fold down-regulated gene *At2g36145* encoding a chloroplast luminal protein of unknown function (Zybailov et al. 2008) and denoted *LIGHT*-*INDUCED* *HYPOCOTYL* *ELONGATION 1* (*LHE1*), which has been shown to be upregulated in wild-type Arabidopsis 20-fold by FR light treatment at 10 μmol m^−2^ s^−1^ for 4 h compared to dark controls in publically available expression data (AtGenExpress); (2) *At5g45820* encoding a CBL-Interacting Protein Kinase 20 (CIPK20), which is annotated as a kinase and also known as *SnRK3.6* (Gong et al. 2002; Lee et al. 2007), whose expression was downregulated by 7.4-fold based on microarray analysis (Table 3); and (3) *At1g26220* encoding General Control Nonderepressible 5 (GCN5)-Like and thus denoted *GCN5L*, which was twofold downregulated based on comparative microarray-based gene expression profiling (Table 3). 

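LHE1, CIPK20 and GCN5L were each lower in CAB3::pBVR2 than in 35S::pBVR3, by more than the spread between arrays. LHE1, the chloroplast lumen protein gene, had signals of 968 ± 108 in 35S::pBVR3 and 195 ± 18.3 in CAB3::pBVR2 (mean ± SD, n = 3), a 4.96-fold fall (log2 fold change −2.31 ± 0.21, SE, adjusted p = 0.000549, limma). CIPK20, the calcineurin B-like interacting kinase gene, went from 632 ± 67.4 to 87.5 ± 22.6, a 7.38-fold fall (−2.88 ± 0.21, adjusted p = 0.000247). GCN5L, which encodes a GCN5-related acetyltransferase, had the smallest change of the 3, from 258 ± 17.1 to 128 ± 14.7, a 2.03-fold fall (−1.02 ± 0.18, adjusted p = 0.01). For all 3 genes the highest CAB3::pBVR2 array lay below the lowest 35S::pBVR3 array; full separation of 3 from 3 arrays was seen for 27.4% of all kept probe sets in this comparison, against 10% by chance.

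**Figure D2:**
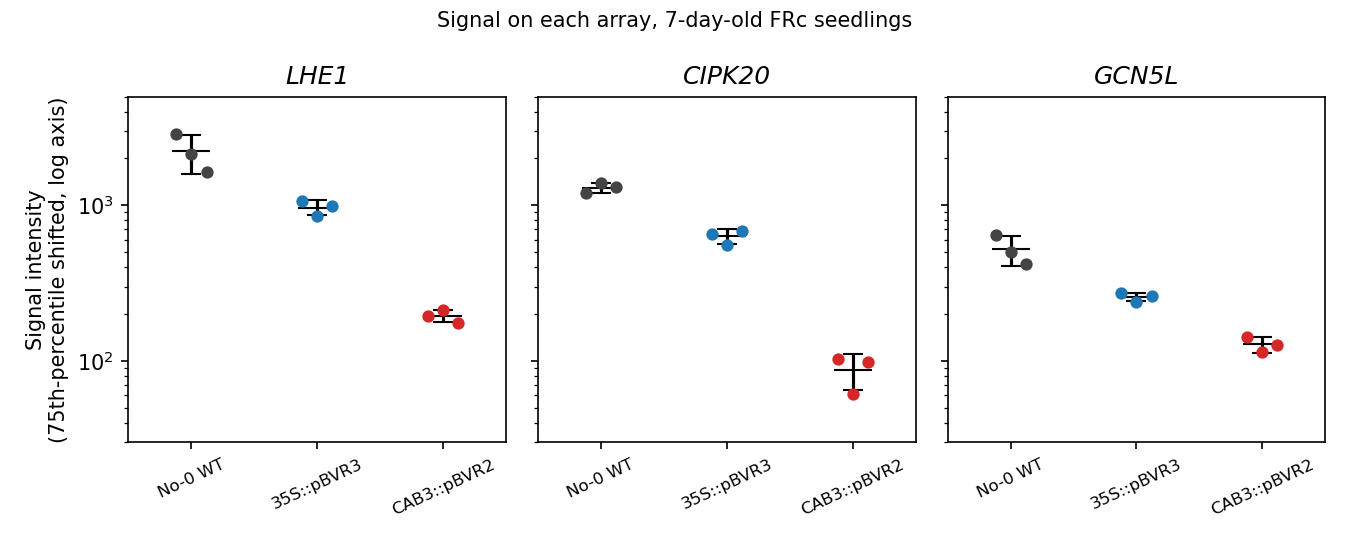
Signal of LHE1, CIPK20 and GCN5L on each of 9 arrays (points, 3 per line), with mean and SD (black), after each array was shifted by its own 75th percentile; log axis. In each gene the arrays of No-0 WT are highest, those of 35S::pBVR3 lie between and those of CAB3::pBVR2 are lowest, with no overlap between lines.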

Notably, *CIPK20* was also identified as a light regulatory-associated gene in a prior knowledge-based gene clustering analysis of microarray data comparing FRc-grown CAB3::pBVR2 versus 35S::pBVR3 (Rosa et al. 2010). Furthermore, this gene is a HY5 target, the latter of which is a photomorphogenesis-related TF as mentioned above and which we identified as upregulated in our target gene list (Supplemental Data Set 1). 

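HY5, the bZIP transcription factor that promotes photomorphogenesis, was higher in CAB3::pBVR2, with a signal of 410 ± 123 against 184 ± 49.7 in 35S::pBVR3 and 174 ± 19.2 in No-0 WT (mean ± SD, n = 3). The rise over 35S::pBVR3 was 2.22-fold (log2 fold change 1.15 ± 0.25, SE, adjusted p = 0.0242, limma), and that over No-0 WT 2.29-fold (adjusted p = 0.00561). Between 35S::pBVR3 and No-0 WT no difference in HY5 was detected (0.05, adjusted p = 0.927), and the sign of that small value turns when single arrays are left out. HYH, the close homolog of HY5, went the other way: it fell against No-0 WT in CAB3::pBVR2 (460 ± 83.5 to 160 ± 73.8, adjusted p = 0.00383), and did not differ between the pBVR lines (−0.64, adjusted p = 0.268). FHL, which carries phytochrome A into the nucleus together with FHY1, rose over No-0 WT in both lines, 2.41-fold in 35S::pBVR3 (adjusted p = 0.0171) and 3.17-fold in CAB3::pBVR2 (adjusted p = 0.000692). HYH and FHL were the only members of the light signalling list with an independent name, and 0 of these differed between CAB3::pBVR2 and 35S::pBVR3 in limma (0 also at an unadjusted p under 0.05). The HY5 rise over 35S::pBVR3 (adjusted p from 0.00543 to 0.191 over the settings) did not pass with a plain test of the 2 lines (0.191), without a filter (0.0753), with the arrays of these lines alone (0.0595), or without 35S::pBVR3 replicates 1 (0.0731) or 2 (0.0796) or CAB3::pBVR2 replicate 3 (0.062). The paper did not run that plain test, and its list rests on an analysis of variance across the 3 lines with a 2-fold change.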

CIPK20 was previously shown to upregulated in a *hy5* mutant (Kleine et al. 2007), which corresponds to its being downregulated in the CAB3::pBVR line where *HY5* is upregulated. Using quantitative RT-PCR (qPCR) analyses, we assessed the expression changes that had been determined by microarray analysis for *At2g36145* (*LHE1*), *At5g45820* (*CIPK20*), and *At1g26220* (*GCN5L*) (Fig. 3). These results confirmed the microarray-based expression changes for *LHE1* and *CIPK20* in CAB3::pBVR2 versus 35S::pBVR3. The change observed for *GCN5L* by qRT-PCR was less robust than detected by microarray (0.78 vs. 0.50, respectively; Fig. 3), as were changes in the gene expression for all three genes in a comparison of WT versus 35S::pBVR3.

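On the arrays, LHE1, CIPK20 and GCN5L were also lower in 35S::pBVR3 than in No-0 WT. LHE1 fell 2.25-fold from 2222 ± 623 in No-0 WT (mean ± SD, n = 3; log2 fold change −1.17, adjusted p = 0.0161, limma), and CIPK20 2.05-fold from 1295 ± 93.6 (−1.04, adjusted p = 0.0214). GCN5L fell from 523 ± 114 to 258 ± 17.1 (adjusted p = 0.0167). Against No-0 WT the falls in CAB3::pBVR2 were 11.1-fold for LHE1, 15.1-fold for CIPK20 and 4.05-fold for GCN5L, with adjusted p of 1.43e-05, 1.19e-05 and 6.55e-05. The SE of each of these log2 values was 0.213 for LHE1, 0.211 for CIPK20 and 0.185 for GCN5L. These falls in 35S::pBVR3 did not pass with a plain test of the 2 lines, without a filter, or without No-0 WT replicate 2 (0.0572 for LHE1, 0.0764 for CIPK20 and 0.0573 for GCN5L), nor that of GCN5L without 35S::pBVR3 replicate 3 (0.0526) and that of CIPK20 without any other No-0 WT or 35S::pBVR3 array (0.0509 to 0.0613). Over all settings their adjusted p ran from 0.00547 to 0.106, from 0.00796 to 0.0764 and from 0.0059 to 0.0865. From the PCR assays of Fig. 3, the paper states that the array changes between CAB3::pBVR2 and 35S::pBVR3 held for LHE1 and CIPK20, and that the change in GCN5L, like those of all 3 genes between No-0 WT and 35S::pBVR3, was less robust by PCR than on the arrays.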

**Fig. 3:**
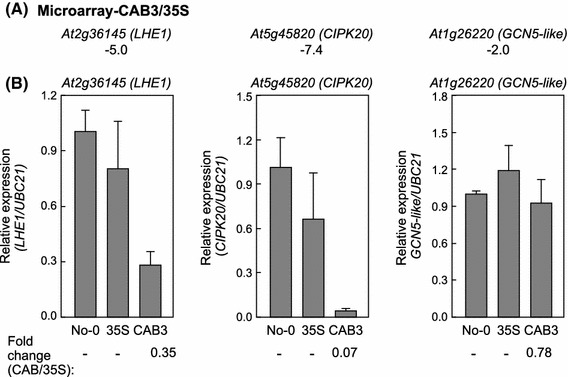
Validation of microarray data. Differentially expressed genes identified by microarray analysis were validated by qRT-PCR using No-0 wild-type, 35S::pBVR3 (35S), and CAB3::pBVR2 lines (CAB3). **a** CAB3 versus 35S, signal intensity for CAB3::pBVR2 over that of 35S::pBVR3 from microarray analysis (fold change). *Negative values* indicate downregulation of gene expression. **b** For qRT-PCR, average relative expression (±SD, *n* = 3) compared to *UBC21* that was used as an internal control is shown. *Numbers* below *graph* in **b** indicate fold-change in gene expression for CAB3 versus 35S

### Tissue specificity and light regulation of molecular effectors identified in FR-dependent hypocotyl elongation screen

The analysis of public microarray data from AtGenExpress showed that *At2g36145* or the *LHE1* gene, annotated as an unknown gene, is highly expressed in cotyledon, leaf, and silique tissues (Fig. 4a). Our qRT-PCR analysis showed that *LHE1* mRNA was highly abundant in cotyledons, relative to hypocotyls and roots (Fig. 4b). The *LHE1* gene also has been reported in publically available expression data to be highly upregulated after exposure to 4 h of R (10 μmol m^−2^s^−1^) or FR (10 μmol m^−2^s^−1^) light (Fig. 4c). According to our analysis, this gene was highly upregulated in FRc (5 μmol m^−2^s^−1^) or white light (W, 100 μmol m^−2^s^−1^) in comparison to constant dark treatment for 7-d-old seedlings (Supplemental Fig. S1a). According to publically available expression data, *At5g45820* that encodes CIPK20 is highly expressed in pollen and upregulated in cotyledon and leaf tissues (Fig. 4a). The gene exhibited a slight increase in expression in response to 45 min exposure of R, B or W light (Fig. 4c). We confirmed the cotyledon-enriched expression of *CIPK20* (Fig. 4b). However, in contrast to the AtGenExpress data, we noted that *CIPK20* was highly upregulated in plants irradiated with FRc or W light compared to dark for 7-day-old seedlings (Supplemental Fig. S1b). AtGenExpress public array data indicated that *GCN5L* gene *At1g26220* is highly expressed in cotyledon and leaf tissues (Fig. 4a), and upregulated in response to 4 h exposure of B, R or W light (Fig. 4c). Our RT-PCR analysis showed that *GCN5L* is upregulated in cotyledons (Fig. 4b) and in 7-day-old seedlings exposed to FRc and Wc light (Supplemental Fig. S1c). Notably, FRc upregulation of *GCN5L* expression was previously detected in a microarray analysis (Ma et al. 2001).

**Fig. 4:**
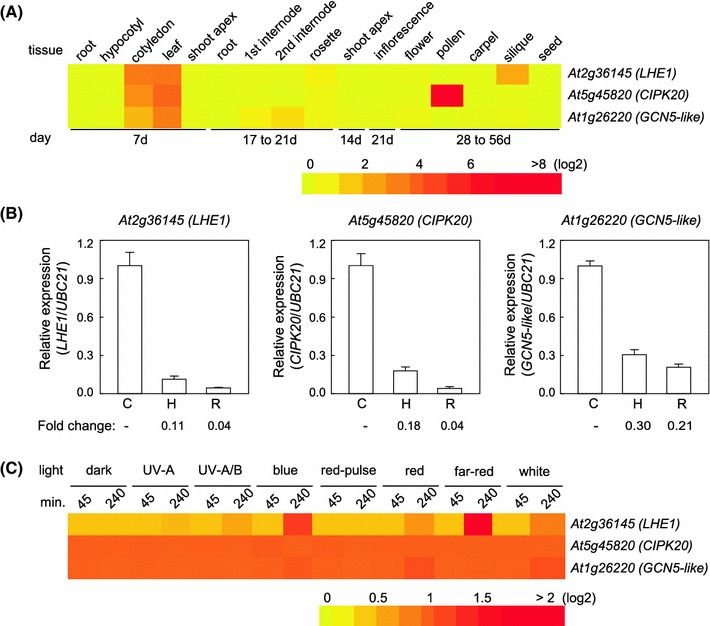
Heat map and qRT-PCR showing the level of candidate gene expression in different Arabidopsis tissues (**a**, **b**) or different light conditions (**c**). Mean-normalized values for Col-0 WT from AtGenExpress expression library (www.weigelworld.org) and BAR Heatmapper Plus (bar.utoronto.ca) were used to construct the heat maps (**a**, **c**). For light experiments, 4-day-old seedlings grown on MS medium under various light conditions for either 45 or 240 min and aerial parts (hypocotyls and cotyledons) were tested. For qRT-PCR (**b**), different tissues from No-0 WT seedlings grown in FRc (4 μmol m^−2^s^−1^) for 7 days were collected and used to extract RNA. *C* cotyledons, *H* hypocotyls, *R* roots. Average relative expression (±SD, *n* = 3) compared to *UBC21* that was used as an internal control is shown. *Numbers* below *graph* in **b** indicate fold-change in gene expression relative to the level of expression in the cotyledon

### Regulation of candidate genes by phytochromes

To test whether our candidate genes of interest are likely involved in phyA- and/or phyB-mediated light signaling pathways, we examined the expression of these genes in a *phyA* or *phyB* mutant. The expression of genes encoding LHE1, CIPK20, and GCN5L was significantly reduced in both *phyA* and *phyB* mutants in qRT-PCR analyses (Fig. 5). These results indicate a necessary role for phyA and phyB in positive regulation of the expression of these candidate genes.

**Fig. 5:**
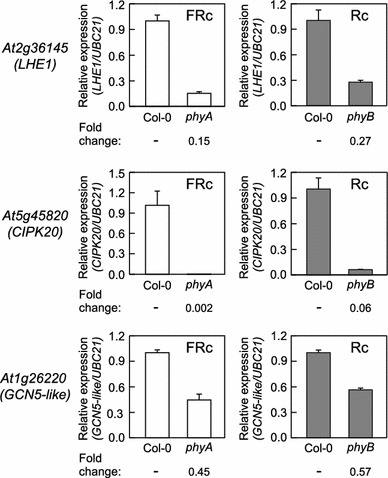
qRT-PCR analysis of candidate genes in *phyA* or *phyB* mutant seedlings. Seven-day-old seedlings of Col-0 WT, *phyA* (SALK_014575), and *phyB* (SALK_022035) were grown at 22 °C on Phytoblend medium containing 1 % Suc under FRc (5 μmol m^−2^ s^−1^) or Rc (50 μmol m^−2^ s^−1^) for RNA extraction to carry out quantitative RT-PCR (qRT-PCR) analysis. Average relative expression (±SD, *n* = 3) compared to *UBC21* that was used as an internal control is shown. *Numbers* below *graphs* indicate fold-change in gene expression for *phy* mutant versus Col-0 WT

### Molecular effectors that impact hypocotyl elongation under FRc and continuous red (Rc) illumination

We identified homozygous mutant lines for *LHE1*, *CIPK20*, and *GCN5L* for additional phenotypic analyses. We verified the T-DNA insertion site of each mutant line by PCR using a T-DNA left border primer coupled with a target gene-specific primer that anneals to a site downstream of the site of T-DNA insertion, and a pair of target gene-specific primers downstream and upstream of the insertion (for primer sequences see Supplemental Table S2). We confirmed transcriptional downregulation of the *LHE1* gene in the T-DNA mutant SALK_042596 or *lhe1*-*1* by RT-PCR (Supplemental Fig. S2a). The *lhe1*-*1* mutant displayed significantly elongated hypocotyls, i.e., ~12–16 % longer than Col-0 WT (*p* < 0.0001), under several fluence rates of FRc (Fig. 6a). To determine whether the increase in hypocotyl length observed for the mutant was due to a specific disruption in phyA-mediated hypocotyl inhibition under FRc or whether phytochrome-mediated regulation of hypocotyl inhibition under R light was similarly impacted, the hypocotyl inhibition response was quantified in the mutant relative to Col-0 WT under Rc. The *lhe1*-*1* mutant exhibited ~7–17 % longer hypocotyls than Col-0 WT under Rc of increasing fluence rates (*p* < 0.0001; Fig. 7a). The *lhe1*-*1* mutant was morphologically similar to Col-0 WT, with the exception of the light-dependent increase in hypocotyl length. A second independent *lhe1* allele SALK_051078 (i.e., *lhe1*-*2*), which has reduced expression of the *LHE1* gene (Supplemental Fig. S2a), also exhibited an elongated hypocotyl under FRc light (Supplemental Fig. S3a) and Rc light (Supplemental Fig. S4a).

**Fig. 6:**
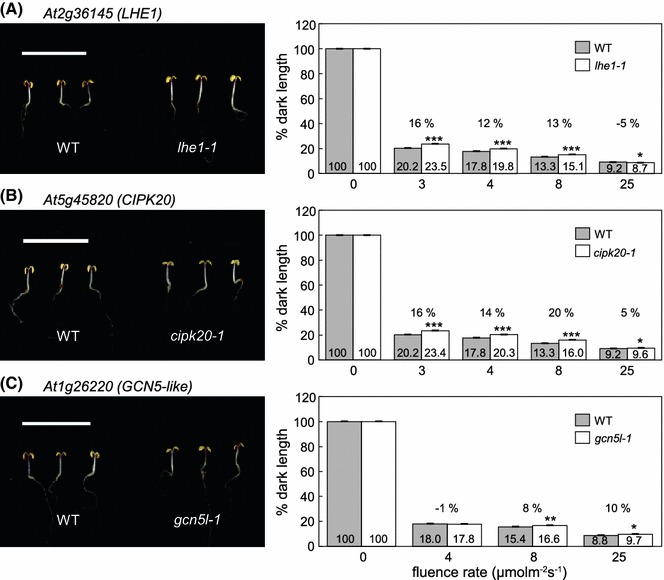
Hypocotyl assay for far-red (FR) light-grown Col-0 WT and SALK T-DNA mutant seedlings. Seedlings with mutations in genes **a** *At2g36145* (*LHE1*), **b** *At5g45820* (*CIPK20*), or **c** *At1g26220* (*GCN5L*) were grown at 22 °C on Phytoblend medium containing 1 % Suc for 7 days under continuous FR illumination at the indicated fluence rate (μmol m^−2^ s^−1^) or in *darkness*. Images to *left* in *each panel* were grown under FRc at 4 μmol m^−2^s^−1^. *Scale bars* indicate 1 cm. *Bars* in *bar graphs* represent mean hypocotyl lengths of seedlings from three independent measurements as a percentage of dark length (±SD). Percentage dark length (*numbers* on *bars*) and percentages of change in hypocotyl elongation relative to WT (*number* above *bars*) are shown. *n* ≥ 75. Unpaired, two-tailed Student’s *t* test comparing mutant to WT for each fluence rate, * *p* < 0.01; ** *p* < 0.005; *** *p* < 0.0001

**Fig. 7:**
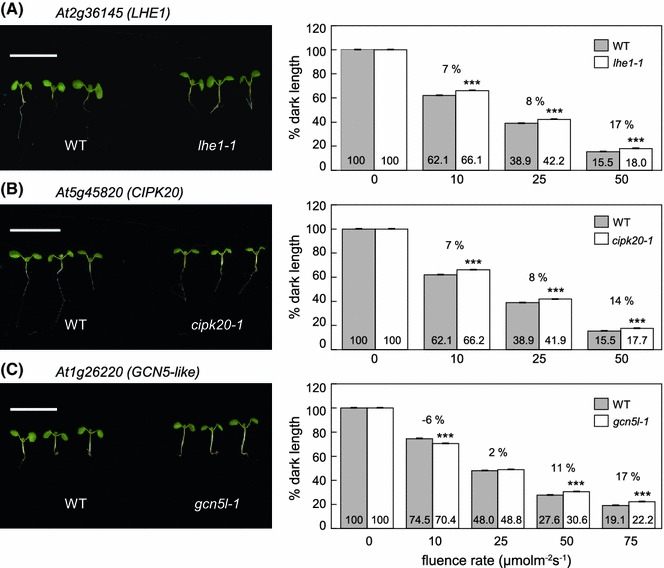
Hypocotyl assay for red (R) light-grown Col-0 WT and SALK T-DNA mutant seedlings. Seedlings with mutations in genes **a** *At2g36145* (*LHE1*), **b** *At5g45820* (*CIPK20*), or **c** *At1g26220* (*GCN5L*) were grown at 22 °C on Phytoblend medium containing 1 % Suc for 7 days under continuous red (Rc) illumination at the indicated fluence rate (μmol m^−2^ s^−1^) or in darkness. Images to *left* in *each panel* were grown under Rc at 50 μmol m^−2^s^−1^. *Scale bars* indicate 1 cm. *Bars* in *bar graphs* represent mean hypocotyl lengths of seedlings from three independent measurements as a percentage of dark length (±SD). Percentage dark length (*numbers* on *bars*) and percentages of change in hypocotyl elongation relative to WT (*number* above *bars*) are shown. *n* ≥ 75. Unpaired, two-tailed Student’s *t* test comparing mutant to WT for each fluence rate, *** *p* < 0.0001

In SALK_040637, a T-DNA is inserted in the promoter region of *CIPK20* and we confirmed a reduced level of expression of *CIPK20* in this T-DNA mutant (Supplemental Fig. S2b). The *cipk20*-*1* mutant showed significant elongation of hypocotyls in response to FRc light (~14–20 %, *p* < 0.0001, Fig. 6b) and elongation (~7–14 %, *p* < 0.0001) in response to Rc light compared to Col-0 WT (Fig. 7b), indicating that CIPK20 contributes to the inhibition of hypocotyl elongation in FR and R light. Another SALK line with a T-DNA insertion in the promoter region of *At5g45820* (i.e., SALK_003410 or *cipk20*-*2*) also showed a reduced level of *CIPK20* transcript accumulation (Supplemental Fig. S2b) and elongated hypocotyls in response to both FRc light (11–17 %, *p* < 0.0001, Supplemental Fig. S3b) and Rc light (9–16 %, *p* < 0.0001, Supplemental Fig. S4b), supporting a role for CIPK20 in hypocotyl development in response to FR and R light.

SALK_062388 has a T-DNA insertion in the exon close to the start codon of the *GCN5L* gene (Supplemental Fig. S2c). The analysis of *At1g26220* transcript accumulation by RT-PCR in the SALK_062388 or *gcn5l*-*1* mutant indicated that the T-DNA insertion in the exon of *At1g26220* eliminated the accumulation of its transcript (Supplemental Fig. S2c). The analysis of the hypocotyl inhibition response of the *gcn5l*-*1* line showed that the mutant has elongated hypocotyls relative to Col-0 WT hypocotyls under higher fluences of FRc and the increase in the hypocotyl length for *gcn5l*-*1* was ~8–10 % greater than that of Col-0 WT (*p* < 0.01, Fig. 6c). Under Rc, the increase in the hypocotyl length observed for *gcn5l*-*1* was also significant at higher fluences and was ~11–17 % greater than Col-0 WT (*p* < 0.0001, Fig. 7c). A second mutant allele for *At1g26220*, i.e., SALK_150736 or *gcn5l*-*2*, also lacked any transcript accumulation (Supplemental Fig. S2c). This allele likewise exhibited high fluence-dependent elongation under FRc, i.e., ~16 % longer than WT at 25 μmol m^−2^ s^−1^ (*p* < 0.005, Supplemental Fig. S3c). Under Rc, the *gcn5l*-*2* mutant was only significantly longer than WT at 50 μmol m^−2^ s^−1^ (*p* < 0.0001, Supplemental Fig. S4c).

## Discussion

We describe a new approach for identifying novel downstream genes involved in light-dependent, tissue-specific growth regulation. Our work here, as well as prior studies (Costigan et al. 2011; Hopkins and Kiss 2012; Montgomery 2009; Warnasooriya and Montgomery 2009; Oh and Montgomery 2011; Warnasooriya et al. 2011), demonstrated that the use of distinct promoters or enhancer-trap-based tools for localized *BVR* expression to induce phytochrome chromophore degradation results in lines with distinct disruptions in phytochrome-dependent regulation of gene expression and phytochrome-deficient phenotypes. We identified a number of genes whose expression was differentially impacted by localized phytochrome deficiencies using microarray analyses. These transcriptomic-driven analyses of tissue-specific phytochrome-deficient lines resulted in the identification and characterization of phytochrome-dependent effectors not identified through classic mutant isolation, whole plant gene inactivation by insertional mutation or RNAi approaches combined with follow-up transcriptomic and phenotypic analyses. We present data confirming the roles of three such effectors in light- and phytochrome-dependent regulation of hypocotyl elongation. Our data provide evidence that *LHE1* (*At2g36145*) contributes to the inhibition of hypocotyl elongation in response to both FR and R light (Figs. 6, 7). Apposite accumulation of its transcript also requires functional phyA under FRc and phyB under Rc (Fig. 5). It is reported that the protein encoded by *LHE1*, for which there is no prior functional characterization, is enriched in chloroplast thylakoid membranes of Arabidopsis (Peltier et al. 2004). Taken together with our analyses, these findings suggest that regulation of the expression of the gene encoding this chloroplast-localized factor has a role in the light-dependent inhibition of hypocotyl elongation.

Calcium has been implicated as a molecule important for phytochrome signaling (Bowler et al. 1994; Neuhaus et al. 1997). CIPKs, 25 of which have been identified in Arabidopsis, contain a Ser/Thr kinase domain and interact with calcineurin B-like proteins (CBL), a group of calcium-sensing proteins (Kolukisaoglu et al. 2004). Gong et al. (2002) hypothesized that CIPK20 mediates calcium signaling in response to ABA signals and suggested a role for CIPK20 in stress responses. However, it was not determined whether stress-responsive *CIPK20* gene, also designated as *SnRK3.6* based on its classification as a member of the larger CDPK-SnRK superfamily (Hrabak et al. 2003), was involved in phytochrome-mediated inhibition of hypocotyl elongation. Here, we report a disruption in the regulation of hypocotyl elongation in a *cipk20* mutant in FR or R light (Figs. 6, 7). Recently, Qin et al. (2010) demonstrated that salt and ABA-responsive *CIPK14* gene, or *SnRK3.15* (Hrabak et al. 2003), is involved in phyA-mediated FR-dependent block of greening, i.e., a *cipk14* T-DNA mutant grown in FR light did not exhibit any significant greening after irradiation with W light, indicating an enhancement of FR-dependent inhibition of greening in *cipk14* compared to WT (Qin et al. 2010). In addition, the expression level of *CIPK14* was reduced in a *phyA* mutant, suggesting a novel function of CIPK proteins in the phyA signaling pathway (Qin et al. 2010). No impact on FR-mediated inhibition of hypocotyl elongation was reported for the *cipk14* mutant (Qin et al. 2010). Unlike CIPK14, we found that CIPK20 contributes to the inhibition of hypocotyl elongation in both FR and R light (Figs. 6, 7), but not to chlorophyll accumulation (data not shown). These results suggest distinct roles for stress-responsive CIPK proteins in phytochrome-mediated de-etiolation responses, i.e., hypocotyl inhibition versus cotyledon greening. Notably, a line with a mutation in the *SnRK2.5* gene (*At5g63650*; upregulated by twofold in comparative microarray-based gene expression profiling comparing the CAB3::pBVR2 line 35S::pBVR3), another member of the plant-specific SnRK2 subfamily (Halford and Hey 2009), did not have an elongated hypocotyl under FR light (Supplemental Table S1 and data not shown). Thus, *SnRK2.5* likely has a distinct role in Arabidopsis. In this regard, other SnRK2 proteins in Arabidopsis have been implicated recently in ABA-dependent and -independent signaling that impacts responses to osmotic stress (Fujii et al. 2011). 

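SnRK2.5 had array signals of 84.1 ± 22.9 in No-0 WT, 236 ± 106 in 35S::pBVR3 and 459 ± 166 in CAB3::pBVR2 (mean ± SD, n = 3). From mean log2 values, not from these arithmetic means, SnRK2.5 was 2.00-fold higher in CAB3::pBVR2 than in 35S::pBVR3 (log2 fold change 1.00 ± 0.41, SE), at the 2-fold threshold. The arrays of the lines overlapped and the difference did not pass the direct contrast (adjusted p = 0.183, limma), although SnRK2.5 met the F-test across the lines (adjusted p = 0.00603) and the 2-fold change. It passed with the replicate number as a block (adjusted p = 0.0176, in a range over the settings from 0.0176 to 0.429). Against No-0 WT, SnRK2.5 was 5.29-fold higher in CAB3::pBVR2 (adjusted p = 0.00186). Of the CIPK genes in the study's list, CIPK17 rose 2.69-fold in CAB3::pBVR2 over 35S::pBVR3 (adjusted p = 0.0116), opposite to CIPK20, and CIPK5 had a higher mean that did not pass (1.10, adjusted p = 0.0976). Of 5 genes of abscisic acid and dehydration responses in that list, the transcription factor gene ATHB7 rose (2.92-fold, adjusted p = 0.0296) and COR15B, a cold-induced gene, fell (−1.67, adjusted p = 0.00635) in CAB3::pBVR2 against 35S::pBVR3. ERD10 (a dehydrin), ABI2 (a phosphatase that restrains ABA signaling) and GolS2 (a galactinol synthase) had higher means that did not pass (adjusted p = 0.0635, 0.0588 and 0.0676).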

Notably, *SnRK2.5* has been recently identified as a direct target of transcriptional regulation by phytochrome-interacting factor (PIF) proteins, i.e., PIF1 and PIF3 (Zhang et al. 2013).

Prior results indicated a short hypocotyl phenotype for a T-DNA insertion mutant of the Arabidopsis GNAT family protein-encoding *GCN5* gene (i.e., *gcn5*-*1*) under Wc light (Vlachonasios et al. 2003), as well as elongated hypocotyls under W, R, FR and B for another *gcn5* mutant allele (Benhamed et al. 2006). Notably, a *gcn5l* mutant, which harbors a mutation in *GCN5L* gene (i.e., *At1g26220*) whose product is purportedly localized to the chloroplast (Zybailov et al. 2008), exhibits elongated hypocotyls under both Rc and FRc light (Figs. 6, 7). The observation of elongated hypocotyls under both light conditions in the *gcn5l* mutants relative to WT suggests that the regulation of the expression of this gene is under both phyA- and phyB-specific signaling control, which contributes to hypocotyl growth inhibition under R and FR.

As a number of molecular effectors are involved in the regulation of hypocotyl development, the contribution of each candidate gene to the overall hypocotyl length can be moderate and thus a small, yet reproducible change in hypocotyl length observed for several individual T-DNA mutant lines suggests that these are valid candidates in the regulation of hypocotyl development in Arabidopsis under Rc and FRc light. In this regard, we have identified a previously uncharacterized gene and novel functions for two known genes. *LHE1*, *CIPK20*, and *GCN5L*, whose expression all appear to be regulated by phyA and phyB, are involved in the light-dependent inhibition of hypocotyl elongation in *A. thaliana*. A change in the expression of any of these genes in the absence of phyA or phyB had only been noted before for *GCN5L*, which was shown to be downregulated more than twofold in a *phyA* null mutant background for seedlings grown under FRc for 6 days (Ma et al. 2001). However, expression changes for the other genes do not show up in microarrays for *phyA* and/or *phyB* mutants (Ma et al. 2001; Tepperman et al. 2004), although the growth conditions under FRc and Rc light ranged from shorter periods, i.e., up to ~24 h (Tepperman et al. 2004) to 6 days (Ma et al. 2001), the latter of which is very similar to growth conditions used in experiments described here. These observations, together with the observation that the target genes are misregulated to different degrees by CAB3::pBVR2 expression compared to 35S::pBVR3 (Supplemental Table S1), indicate that using lines with distinct patterns of phytochrome deficiency facilitate the isolation of unique sets of genes relative to classic mutant lines exhibiting gene deficiency at the level of the whole organism. Furthermore, our results underscore the usefulness of the method described for finding novel components of phytochrome signaling that impact hypocotyl elongation to a lesser degree than might be detected in classic screens for elongated hypocotyl mutants, or that impact phytochrome signaling in a cell- and tissue-specific context. 

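Across the genes that differed between the pBVR lines, 35S::pBVR3 mostly stood between No-0 WT and CAB3::pBVR2. Of the 871 probe sets called between CAB3::pBVR2 and 35S::pBVR3 by the F-test and a 2-fold change, 804 (92.3%) had their 35S::pBVR3 mean between the other means, against 65.3% of all kept probe sets. In simulated data with 35S::pBVR3 equal to No-0 WT, called in the same way, the share was 42.1% (40% to 43.9% in 20 sets). These sets called a mean of 1927 probe sets, against 871 in the data. The simulated share therefore describes another, larger selection and is not a matched baseline for the 92.3%. For 94 probe sets the fall was at least 2-fold and passed in each step, from No-0 WT to 35S::pBVR3 and on to CAB3::pBVR2, as for LHE1, and for 24 the rise was (4 to 122 and 0 to 43 over the settings, fewest with the methods' test). For a pair of lines, the methods' test here is the plain 2-line form of its analysis of variance, which the paper did not run. The change against No-0 WT covered more genes in CAB3::pBVR2, 1689 lower and 1325 higher probe sets at a 2-fold change (56% lower), than in 35S::pBVR3, 172 lower and 357 higher (32.5% lower). On the values as deposited, without the percentile shift, the lower share was 43.4% in CAB3::pBVR2 and 21.1% in 35S::pBVR3, and the median of all genes moved by 0.147 in CAB3::pBVR2 against No-0 WT. The 35S::pBVR3 counts against No-0 WT depend on the analysis: higher and lower probe sets numbered 18 and 11 with the methods' test, 158 and 71 without a filter, 178 and 62 without No-0 WT replicate 2, and 194 and 111 without 35S::pBVR3 replicate 3, with 105 lower without No-0 WT replicate 1 and 226 higher without 35S::pBVR3 replicate 1. The lower count was 108 on the values as deposited, and for CAB3::pBVR2 the higher count was 826 with the methods' test and 862 with the stricter filter. Among genes changed in both lines, ENODL1, an early nodulin-like protein gene, rose from 39.1 ± 24.4 in No-0 WT to 2489 ± 714 in 35S::pBVR3 and 5229 ± 896 in CAB3::pBVR2 (mean ± SD, n = 3); the 35S::pBVR3 call was lost with the methods' test (adjusted p = 0.0531, in a range over the settings from 2.28e-05). On the first principal component (53.4% of the variance) 35S::pBVR3 lay 48.7% of the way from No-0 WT to CAB3::pBVR2. The paper states that a change of GCN5L had been seen in a phyA mutant, but none of LHE1 or CIPK20 in arrays of phyA or phyB mutants. It takes this together with the different degrees of misregulation of its target genes in the pBVR lines. From both, the paper proposes that lines with distinct patterns of phytochrome deficiency help to isolate sets of genes apart from those of classic mutants.

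**Figure D3:**
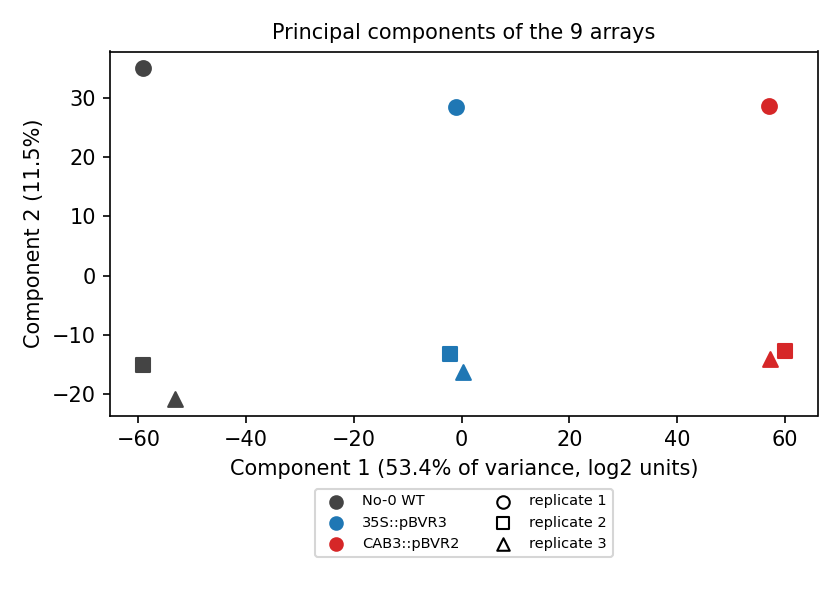
Principal components 1 and 2 of the 9 arrays (15436 probe sets, log2 signals). Colours are lines and symbols replicate numbers. Component 1 places 35S::pBVR3 between No-0 WT and CAB3::pBVR2, and component 2 (11.5%) sets replicate 1 of every line apart from replicates 2 and 3.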

The fact that the expression of these genes is cotyledon-enriched and reduced in phytochrome apoprotein mutants suggests that these factors may be targets of phytochromes in the cotyledon specifically and/or functionally involved in cotyledon-to-hypocotyl signaling.

Notably, each of the characterized genes is likely to have a unique impact in regard to altering tissue-specific, phytochrome-dependent signaling. GCN5 is a histone acetyltransferase that impacts light-dependent gene expression (Benhamed et al. 2006). Thus, GCN5L likely functions similarly to modify histone acetylation and thereby activate gene expression in a tissue-specific, light-dependent fashion that alters the activities of other genes that ultimately regulate hypocotyl elongation. CIPK20 is a member of the CIPK family of genes implicated in calcium signaling (for review see Luan 2009). Thus, CIPK20 is likely a factor involved in the long recognized calcium-dependent repression of genes expression by phytochromes (Neuhaus et al. 1997). Finally, LHE1 represents a novel chloroplast-localized factor that contributes to the inhibition of hypocotyl elongation in a tissue-specific fashion. Together, our analyses provide compelling evidence for the use of lines exhibiting distinct tissue- and organ-specific phytochrome inactivation as important in identifying and elucidating new molecular effectors in light- and phytochrome-dependent regulation of photomorphogenesis.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary material 1 (PDF 678 kb)

Supplementary material 2 (XLS 175 kb)

# Supplementary material for: Downstream effectors of light- and phytochrome-dependent regulation of hypocotyl elongation in Arabidopsis thaliana
**Source:** Plant Mol Biol. 2013 Mar 1;81(6):627–40. doi: 10.1007/s11103-013-0029-0
**Supplement:** Supplementary file 1 — Supplementary material 1

Supplemental Information

Journal – Plant Molecular Biology

**Downstream Effectors of Light- and Phytochrome-Dependent Regulation of
Hypocotyl Elongation in *Arabidopsis thaliana***

Sookyung Oh^{1,4}, Sankalpi N. Warnasooriya^{1,3,4#}, Beronda L. Montgomery^{1,2*}

Wilson Road, Room 212 , East Lansing, MI 48824-1319

Louis, Missouri 63132 USA.

⁴Contributed equally to this work.

Louis, MO 63141

24 **Supplemental Data Set 1.**

25

26 712 genes differentially expressed in CAB3::pBVR2 vs. 35S::pBVR3 seedlings has been

27 uploaded as an .xls file

28 **Table S1.** Genes screened by mutant analyses for involvement in FR-dependent
 29 hypocotyl length

AGI No.	Fold change ^a			Annotation	Expression	Mutant lines ^b	Geno ^c	Reference(s)
	35S<br>/WT	CAB3<br>/WT	CAB3<br>/35S					
<i>At1g16720</i>	-1.6	-3.9	-2.5	HCF173	Energy ^d	SALK_035984	NA	(Schult <i>et al.</i> , 2007)
<i>At1g18710</i>	+1.5	+4.5	+2.9	MYB47	TF ^e /<br>HY5-Target	SALK_123009	Hm	(Lee <i>et al.</i> , 2007)
<i>At1g23160</i>	+6.4	-2.9	-18.6	Auxin-responsive<br>GH3 family	Auxin-<br>responsive	SAIL_755_E09	Hm	
<i>At1g26220^f</i>	**-2.0**	**-4.0**	**-2.0**	**GCN5-related**	**N-acetyl<br>transferase**	**SALK_062388**	**Hm**	(Zybailov <i>et al.</i> , 2008)
<i>At1g34310</i>	-2.0	-8.7	-4.3	ARF12	TF	SAIL_1161_E12	NA	
<i>At1g52410</i>	+2.7	+16.9	+6.3	TSA1	Calcium ion<br>binding	SALK_151393	Hm	(Suzuki <i>et al.</i> , 2005)
<i>At1g56660</i>	+2.5	+5.4	+2.2	Unknown	HY5-Target	SAIL_163_D09	Hm	(Lee <i>et al.</i> , 2007)
<i>At1g57770</i>	-1.8	-5.6	-3.0	Amine oxidase	FR ^g /<br>HY5-Target	SALK_088490	Hm	(Lee <i>et al.</i> , 2007;<br>Zybailov <i>et al.</i> , 2008)
<i>At1g69230</i>	-1.2	-4.3	-3.6	SP1L2	Tissue ^h	SALK_046854<br>SALK_122584	Hm<br>Hm	(Nakajima <i>et al.</i> , 2006)
<i>At1g70760</i>	-1.9	-12.6	-6.6	CRR23	Energy	N404957 (NASC)	NA	(Shimizu <i>et al.</i> , 2008)
<i>At1g70820</i>	-1.9	-68.2	-36.4	Phosphoglucomutase	Energy	SALK_036170<br>SALK_095953	Hm<br>Hm	(Egli <i>et al.</i> , 2010)
<i>At1g72030</i>	-1.5	-4.5	-3.0	GCN5-related	N-acetyl<br>transferase	SALK_010837	NA	
<i>At2g28630</i>	-1.1	-4.9	-4.6	KCS12	HY5-Target	SALK_062883	Hm	(Joubes <i>et al.</i> , 2008)
<i>At2g36145</i>	**-2.3**	**-11.2**	**-5.0**	**Unknown**	**FR**	**SALK_042596**	**Hm**	**(Zybailov <i>et al.</i>, 2008)**
<i>At2g38300</i>	-1.6	-5.3	-3.4	MYB-like	TF	SALK_112072	Hm	(Tamura <i>et al.</i> , 2010)
<i>At2g46680</i>	2.3	6.7	2.9	ATHB7	TF	SAIL_627_B03	Hm	(Johannesson <i>et al.</i> ,<br>2001; Olsson <i>et al.</i> ,<br>2004; Söderman <i>et al.</i> ,<br>1996)

<i>At3g19850</i>	-1.5	-3.4	-2.3	NPH3-related	Light-responsive	SALK_046122	NA	
<i>At3g62090</i>	+1.8	+4.1	+2.3	PIF6 (PIL2)	TF	SALK_147579	Hm	(Penfield <i>et al.</i> , 2010)
<i>At4g02290</i>	+1.6	+8.7	+5.5	AtGH9B13	Hydrolase	SALK_101567	Hm	
<i>At4g23290</i>	-1.9	-126.2	-65.1	Protein kinase family	Kinase	SALK_022512	NA	(Heazlewood <i>et al.</i> , 2004)
<i>At4g26530</i>	-1.3	-33.4	-25.3	Fructose aldolase	Energy	WiscDsLox335B01	NA	
**<i>At5g45820</i>**	**-2.1**	**-15.1**	**-7.4**	**CIPK20/SnRK3.6**	**HY5-Target/<br>Kinase**	**SALK_040637**	**Hm**	**(Gong <i>et al.</i>, 2002;<br>Lee <i>et al.</i>, 2007)**
<i>At5g50330</i>	+1.6	+6.3	+3.8	ABC1 family	Kinase	SALK_014753	NA	
<i>At5g60890</i>	+1.1	+3.2	+2.8	ATR1 (MYB34)	TF	SALK_006901	Hm	(Bender and Fink, 1998)
<i>At5g63650</i>	+2.6	+5.3	+2.0	SnRK2.5	Kinase	SALK_075624	Hm	(Boudsocq <i>et al.</i> , 2004)
<i>At5g66260</i>	+1.1	+4.0	+3.7	Auxin-responsive	Unknown	SALK_095896	Hm	

30

31 ^a +, upregulation of gene expression; -, downregulation of gene expression.

32 ^b Mutant lines. SALK, SAIL, WiscDsLox or NASC T-DNA insertional mutant lines.

33 ^c Geno, genotype. Hm, homozygous; NA, homozygous not applicable, only heterozygous

34 or WT identified.

35 ^d Energy, Energy-related genes.

36 ^e TF, transcription factor.

37 ^f Genes in bold type indicate genes that were tested further in this study.

38 ^g FR, upregulated by far-red light treatment.

39 ^h Tissue, upregulated in specific tissues, e.g., hypocotyl.

40 **Table S2.** Primers for verification of homozygous T-DNA lines

**AGI Number**	**T-DNA mutant lines**	**Primer sequences**
<i>At2g36145</i><br>(<i>LHE1</i>)	SALK_042596-LP	AAAACTTTTCGCAGAAGAGGC
	SALK_042596-RP	AGAAGACGGAGTTTCTCTGGG
	SALK_051078-LP	TCCGTAGCCAAATTTGTTGAC
	SALK_051078-RP	AACCGTCCTTGGATGGTAAAC
<i>At5g45820</i><br>(<i>CIPK20</i>)	SALK_040637-LP	TTATGGACTTGGCAGATTTGG
	SALK_040637-RP	TTTTCGCATCAAAACTATGCC
	SALK_003410-LP	TTATGGACTTGGCAGATTTGG
	SALK_003410-RP	TTTTCGCATCAAAACTATGCC
<i>At1g26220</i><br>(<i>GCN5L</i>)	SALK_062388-LP	GCAAGAAAGAATGCAGCAAAC
	SALK_062388-RP	GGATTAGGGTTCTTCGCTCTC
	SALK_150736-LP	CATTCCTGAATTGCAGGAGAG
	SALK_150736-RP	TGTAAATCCTCAATCAACCGC

Supplemental Figure Legends

Figure S1. RT-PCR analyses of expression of genes *At2g36145* (*LHE1*), *At5g45820* (*CIPK20*), and *At1g26220* (*GCN5-like* or *GCN5L*) in different light conditions. Seven-day-old seedlings of Col-0 WT were grown at 22 °C on Phytablend medium containing 1% Suc for 7 d under constant darkness (Dc), continuous far-red light (FRc; 5 $\mu\text{mol m}^{-2} \text{s}^{-1}$) or continuous white light (Wc; 100 $\mu\text{mol m}^{-2} \text{s}^{-1}$) for RT-PCR analysis. *UBC21* gene (*) expression was detected by RT-PCR shown as internal control.

Figure S2. RT-PCR analyses for independent primary and secondary SALK T-DNA mutant alleles. Schematic representation of the T-DNA insertion site (inverted triangle) and primer pairs (arrowheads) on each gene are indicated. Black boxes denote exons. (a) *At2g36145* (*LHE1*), (b) *At5g45820* (*CIPK20*), and (c) *At1g26220* (*GCN5L*). RT-PCR was performed using Col-0 WT or T-DNA lines (homozygote). * indicates the *UBC21* gene that was used as an internal control. Results shown are representative of at least two independent biological replicates.

Figure S3. Hypocotyl assay under far-red continuous illumination for second, independent SALK T-DNA mutant alleles for (a) *At2g36145* (*LHE1*), (b) *At5g45820* (*CIPK20*), and (c) *At1g26220* (*GCN5L*). Col-0 WT and SALK T-DNA mutant seedlings were grown at 22 °C on Phytablend medium containing 1% Suc for 7 d under continuous far-red light at the indicated fluence rate ($\mu\text{mol m}^{-2} \text{s}^{-1}$) or in darkness. Data points

represent mean hypocotyl lengths of seedlings from three independent measurements as a percentage of dark length ($\pm$ S.D.). Percentage dark length (numbers on bars) and percentages of change in hypocotyl elongation relative to WT (number above bars) are shown. $n \geq 75$. Unpaired, two-tailed Student's t test, **, $p < 0.005$, ***, $p < 0.0001$.

Figure S4. Hypocotyl assay under red continuous illumination for second independent SALK T-DNA mutant alleles for (a) *At2g36145* (*LHE1*), (b) *At5g45820* (*CIPK20*), and *At1g26220* (*GCN5L*). Col-0 WT and SALK T-DNA mutant seedlings were grown at 22 °C on Phytablend medium containing 1% Suc for 7 d under continuous red light at the indicated fluence rate ($\mu\text{mol m}^{-2} \text{s}^{-1}$) or in darkness. Data points represent mean hypocotyl lengths of seedlings from three independent measurements as a percentage of dark length ($\pm$ S.D.). Percentage dark length (numbers on bars) and percentages of change in hypocotyl elongation relative to WT (number above bars) are shown. $n \geq 75$. Unpaired, two-tailed Student's t test, *, $p < 0.01$, ***, $p < 0.0001$.

78 Supplemental Figure S1

79

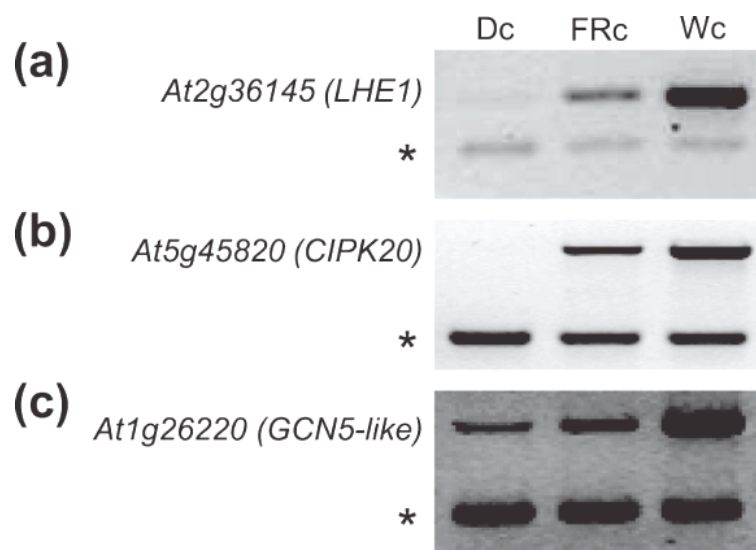

80

81

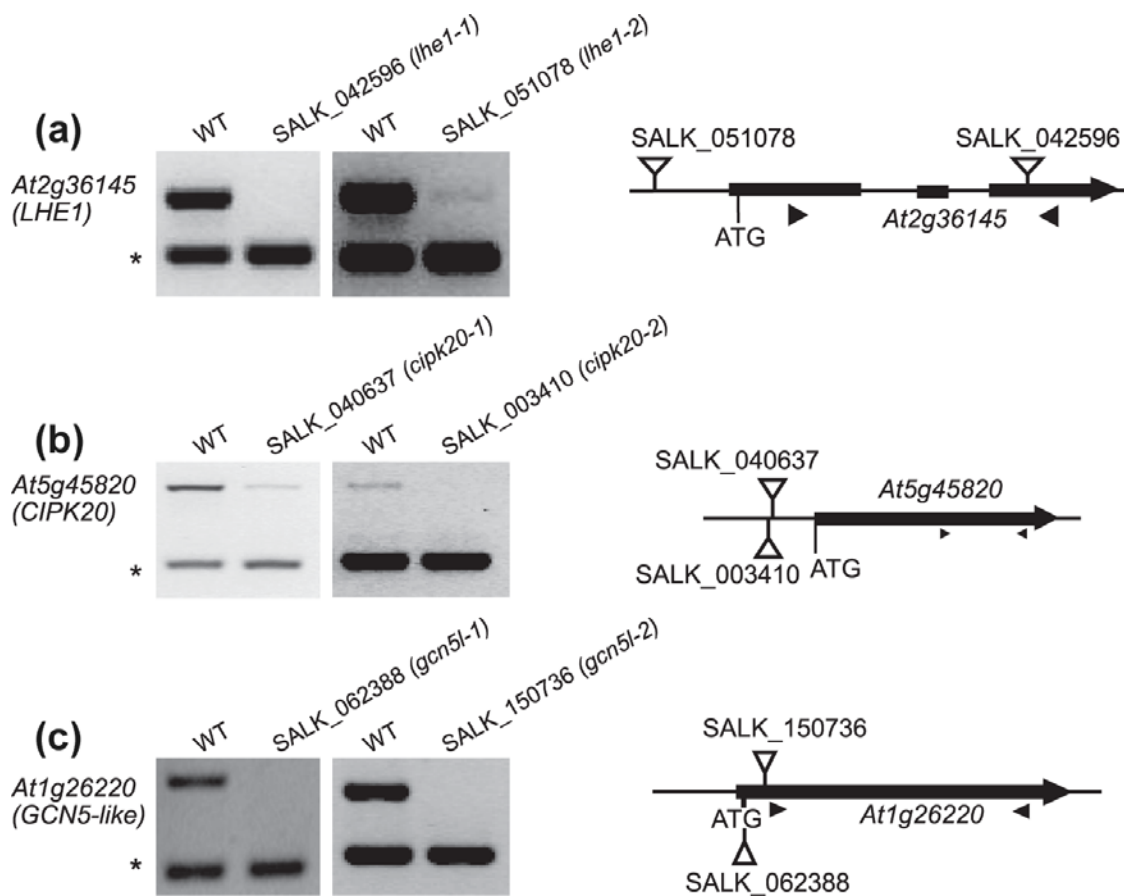

84 Supplemental Figure S3

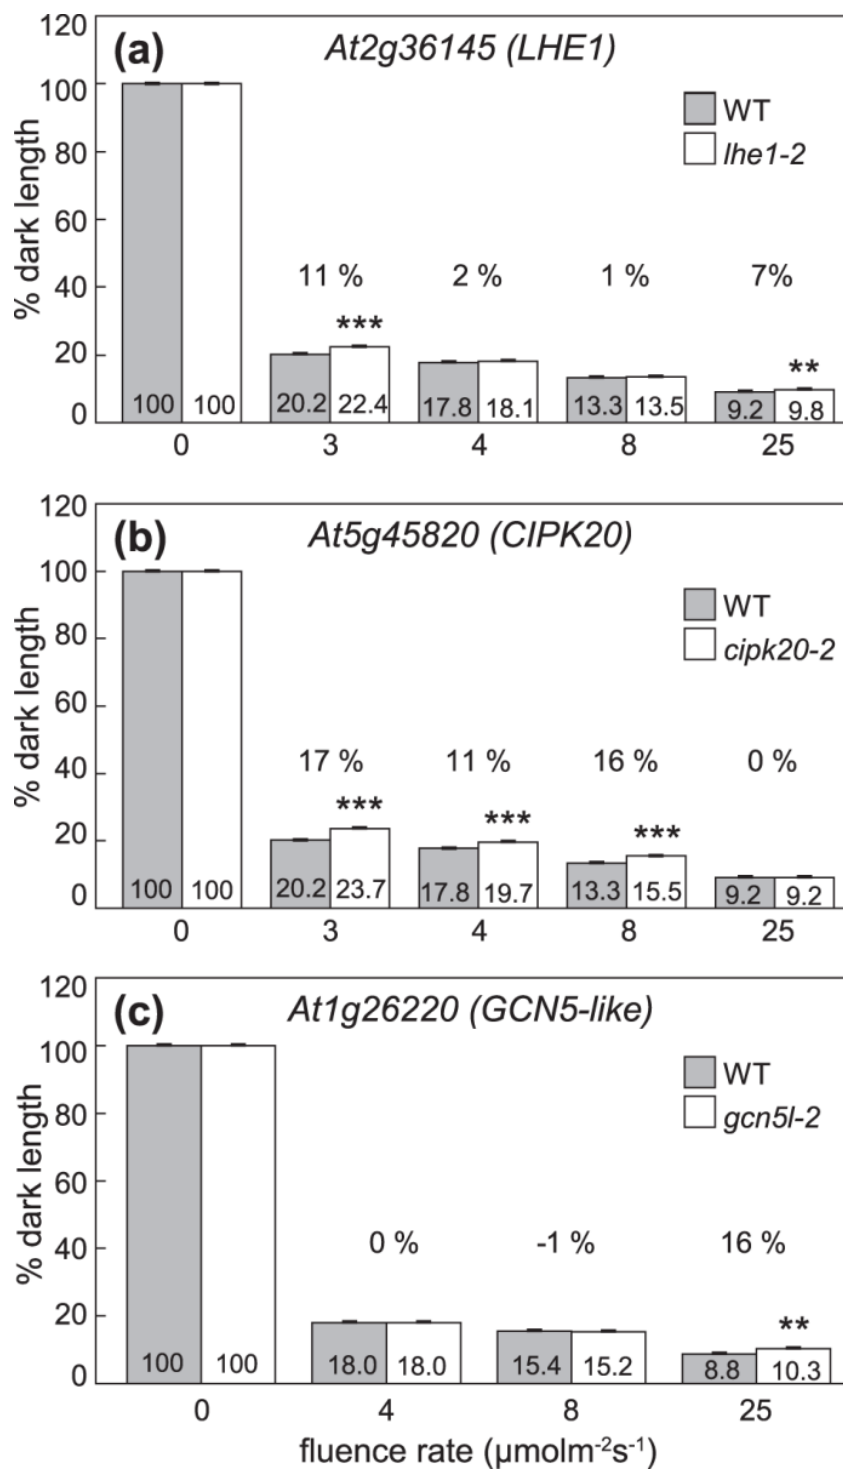

85

86

87 Supplemental Figure S4

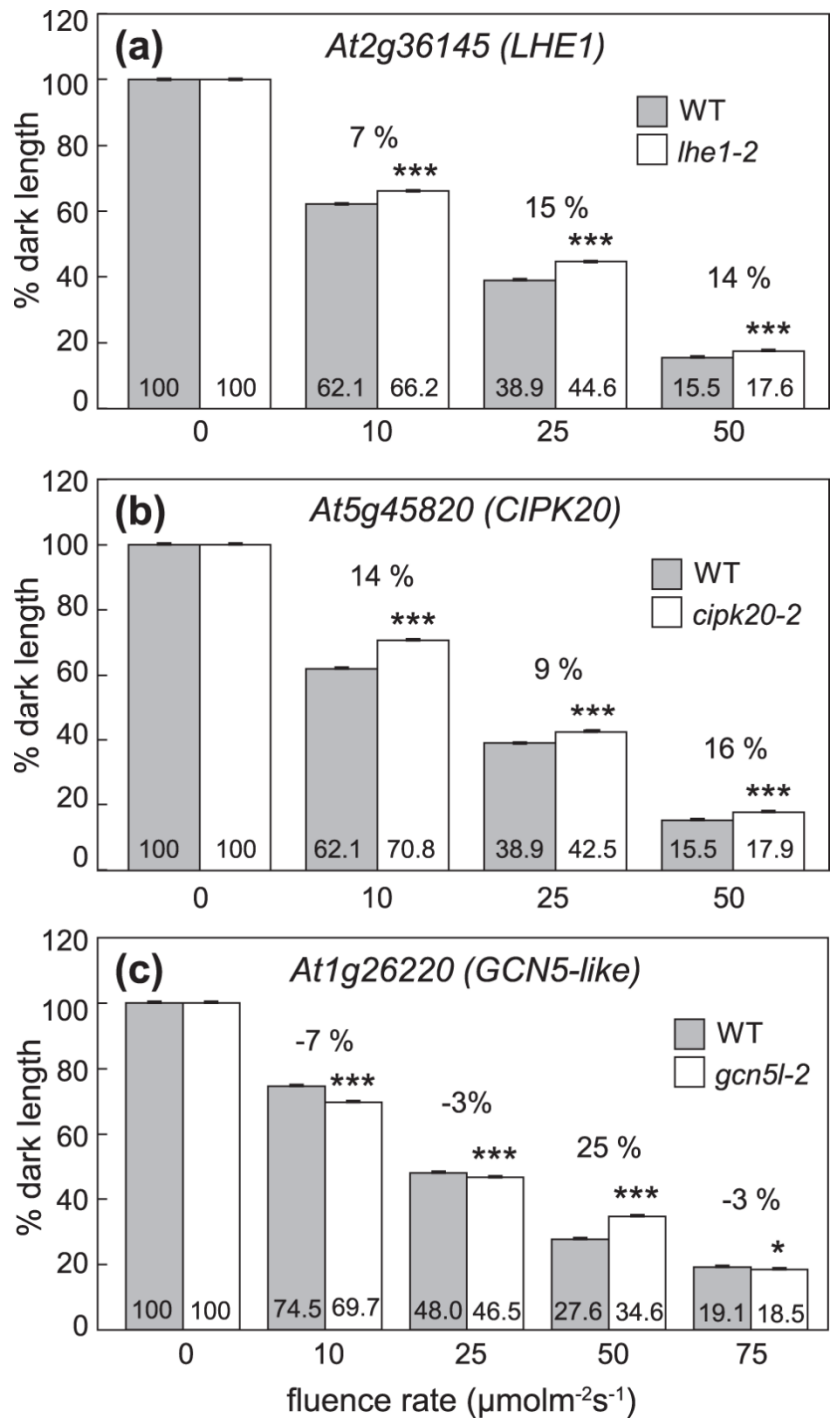

88

89

References

- Bender J, Fink GR** (1998) A Myb homologue, ATR1, activates tryptophan gene expression in Arabidopsis. *Proc Natl Acad Sci U S A* **95**: 5655-5660
- Boudsocq M, Barbier-Brygoo H, Laurière C** (2004) Identification of nine sucrose nonfermenting 1-related protein kinases 2 activated by hyperosmotic and saline stresses in *Arabidopsis thaliana*. *J Biol Chem* **279**: 41758-41766
- Egli B, Kölling K, Köhler C, Zeeman SC, Streb S** (2010) Loss of cytosolic phosphoglucomutase compromises gametophyte development in Arabidopsis. *Plant Physiol* **154**: 1659-1671
- Gong D, Zhang C, Chen X, Gong Z, Zhu JK** (2002) Constitutive activation and transgenic evaluation of the function of an Arabidopsis PKS protein kinase. *J Biol Chem* **277**: 42088-42096
- Heazlewood JL, Tonti-Filippini JS, Gout AM, Day DA, Whelan J, Millar AH** (2004) Experimental analysis of the Arabidopsis mitochondrial proteome highlights signaling and regulatory components, provides assessment of targeting prediction programs, and indicates plant-specific mitochondrial proteins. *Plant Cell* **16**: 241-256
- Johannesson H, Wang Y, Engström P** (2001) DNA-binding and dimerization preferences of Arabidopsis homeodomain-leucine zipper transcription factors in vitro. *Plant Mol Biol* **45**: 63-73
- Joubes J, Raffaele S, Bourdenx B, Garcia C, Laroche-Traineau J, Moreau P, Domergue F, Lessire R** (2008) The VLCFA elongase gene family in Arabidopsis

112   *thaliana*: phylogenetic analysis, 3D modelling and expression profiling. *Plant Mol*
113   *Biol* **67**: 547-566

114   **Lee J, He K, Stolz V, Lee H, Figueroa P, Gao Y, Tongprasit W, Zhao H, Lee I, Deng**
115   **XW** (2007) Analysis of transcription factor HY5 genomic binding sites revealed
116   its hierarchical role in light regulation of development. *Plant Cell* **19**: 731-749

117   **Nakajima K, Kawamura T, Hashimoto T** (2006) Role of the *SPIRAL1* gene family in
118   anisotropic growth of *Arabidopsis thaliana*. *Plant Cell Physiol* **47**: 513-522

119   **Olsson AS, Engström P, Söderman E** (2004) The homeobox genes *ATHB12* and
120   *ATHB7* encode potential regulators of growth in response to water deficit in
121   *Arabidopsis*. *Plant Mol Biol* **55**: 663-677

122   **Penfield S, Josse EM, Halliday KJ** (2010) A role for an alternative splice variant of
123   *PIF6* in the control of *Arabidopsis* primary seed dormancy. *Plant Mol Biol* **73**:
124   89-95

125   **Schult K, Meierhoff K, Paradies S, Töller T, Wolff P, Westhoff P** (2007) The nuclear-
126   encoded factor HCF173 is involved in the initiation of translation of the *psbA*
127   mRNA in *Arabidopsis thaliana*. *Plant Cell* **19**: 1329-1346

128   **Shimizu H, Peng L, Myouga F, Motohashi R, Shinozaki K, Shikanai T** (2008)
129   CRR23/NdhL is a subunit of the chloroplast NAD(P)H dehydrogenase complex in
130   *Arabidopsis*. *Plant Cell Physiol* **49**: 835-842

131   **Söderman E, Mattsson J, Engström P** (1996) The *Arabidopsis* homeobox gene *ATHB*-
132   7 is induced by water deficit and by abscisic acid. *Plant J* **10**: 375-381

133   **Suzuki T, Nakajima S, Morikami A, Nakamura K** (2005) An Arabidopsis protein with
134   a novel calcium-binding repeat sequence interacts with
135   TONSOKU/MGOUN3/BRUSHY1 involved in meristem maintenance. *Plant Cell*
136   *Physiol* **46**: 1452-1461

137   **Tamura K, Fukao Y, Iwamoto M, Haraguchi T, Hara-Nishimura I** (2010)
138   Identification and characterization of nuclear pore complex components in
139   *Arabidopsis thaliana*. *Plant Cell* **22**: 4084-4097

How the deposited data were processed for this re-analysis (not part of the article)

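RNA abundance was taken from 9 Affymetrix ATH1 arrays of whole seedlings, 3 for each of the lines CAB3::pBVR2, 35S::pBVR3 and No-0 WT, grown for 7 days in FRc light at 5 μmol m-2 s-1, with 1 array per RNA extraction. The age and lines come from the sample labels and the fluence rate from the paper. No other samples were used, and the PCR and hypocotyl assays of the paper were not analysed here.

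The authors deposited linear probe set intensities made with MAS5, whose version and settings are not given in the sources used here. From the values themselves, each array had been scaled so that its mean after trimming of 2% is 500, and the values are not logged. The steps of the methods in GeneSpring GX (shift to the 75th percentile, baseline to the median of all samples, filter on flags) are not in these intensities, and the table used here holds no detection calls. The study's flag filter was therefore replaced by a filter on signal. The deposited signals cover 22746 probe sets, with 64 control probe sets left out of all tests. Exactly 3 values of 0 were set to the smallest positive value, 0.1.

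Values were put on the log2 scale and each array was shifted by its own 75th percentile, as in the methods. A probe set was kept when at least 1 of 9 arrays was at or above that array's own 40th percentile, which kept 15436. Array medians before the shift ran from 139.4 to 184.3 and 75th percentiles from 528.6 to 615.5. The highest of 27 bacterial control probe sets, for which no target is in the RNA, was taken as the background of an array (25.4 to 49.6), and 97.6% to 99.3% of the kept probe sets lay above it on each array. A group whose arrays all lay at or under that level is called not above background, and a fold against it is given as a lower bound, computed against the background.

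Differences were tested with limma 3.58.1 in R 4.3.3, with all 9 arrays in 1 fit (lmFit and eBayes, prior degrees of freedom 3.23). The moderated F-test across the lines and the contrasts between pairs of lines were adjusted by Benjamini-Hochberg over all kept probe sets, with a threshold of 0.05, and counts also required a 2-fold change where stated. The study's own list rests on an F-test across the lines and a 2-fold change between CAB3::pBVR2 and 35S::pBVR3, so that it was counted in that way as well as by the direct contrast. Adjusted p for single genes are those of the direct contrast, and log2 fold changes are differences of mean log2 values. Signals are arithmetic means ± SD of 3 arrays after the shift. With 3 against 3 arrays the smallest exact permutation p is 0.1, so single values outside limma are given with that limit.

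The platform table used here names genes for only part of the probe sets. It gave 1 gene for 13513 probe sets, of which 13502 matched a gene of the RefSeq annotation, several genes for 503 and none for 8730. The study's Supplemental Data Set gave names for 346 more. These were used to name single genes, and never to fill a gene list that was tested, since the Data Set holds genes chosen on these arrays. Among probe sets called between the pBVR lines, 47.5% were named by the table, against 54.5% of all kept. The lists are therefore measured only in part.

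In all, 27 gene lists were written from general knowledge of the genes or from Table 2 and Supplemental Table S1. Plastid-encoded and mitochondrion-encoded genes were taken by locus. Lists with at least 5 measured members were tested with limma's camera, with a preset correlation of 0.01 and with an estimated correlation, and with fry. These were 8 in number, with photosystem, chlorophyll synthesis, flavonoid synthesis, expansin and XTH, Table S1, plastid-encoded, mitochondrion-encoded and combined nuclear photosynthesis genes. The combined list was put together after the naming of the probe sets was seen. A gene with several probe sets was represented by that with the highest mean, and a probe set of several genes was left out.

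Genes named in the text are those the paper names by locus in its tables or text, the 10 largest rises and 10 largest falls between the pBVR lines that passed the contrast with no overlap of arrays, the 5 largest of each kind for each line against No-0 WT, and up to 4 members of a described list. The values of the paper's tables, including the Data Set, had been seen before this rule was written. Genes of the study's list that stand for a function, such as LHCB6, CIPK17, ERD10, ABI2, TMM or CRU3, and those that lie outside both other lines or change in opposite directions, were chosen after their values were seen.

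Arrays with the same replicate number deviated together from the means of their lines: the 9 pairs with the same number correlated at 0.207 to 0.391 and the 18 pairs with different numbers at −0.263 to −0.051. This is a hint from the data that a number marks a shared batch or day. The paper and the labels do not state it, so the fit without the block is the one reported and the block is an alternative.

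Alternatives set before the data were examined were quantile normalization, a shift by the median, no shift, an offset of 32, no filter, a stricter filter (at least 3 of 9 arrays at or above the 60th percentile), the methods' test (plain analysis of variance and its form for 2 lines), a prior variance with an intensity trend, only the lines compared, the replicate number as a block, array weights, each array left out in turn and, for single results, other definitions. For a pair of lines, what is called the methods' test is that plain 2-line form, which the paper itself did not run. The fits were tested on simulated data with 200 changed probe sets: 45 of 100 changed 2-fold and 86 of 100 changed 4-fold were called between the pBVR lines, with 7 unchanged ones. With no change at all, 1 probe set was called by the contrast and 0 by the F-test.

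For the order of the lines, 20 data sets were simulated with 35S::pBVR3 equal to No-0 WT and called in the same way, a comparison chosen after the data were seen. The order of genes on the chromosomes was taken from the start positions of the RefSeq annotation, and called neighbours were compared with 10000 shuffles. Splits of the arrays were fitted anew, with 100 drawn for the 3 lines. The planned share of chloroplast words among all kept probe sets was not run, since descriptions were at hand only for the study's own list. The overrepresentation of categories in Fig. 2 was not computed here.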

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

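In this part, the count of probe sets outside both other lines, the model of a single mixing fraction, the correlation for shared array noise and the bound for mitochondrion-encoded genes were chosen after the result was seen, and the counts outside both lines, of opposite directions and of the order of the lines under other settings later still. The test of RNA integrity and that of the normalization were set before, but the reading of the first by single controls was chosen after.

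AT5G05270, a chalcone-flavanone isomerase family gene, and AT3G15440 changed in opposite directions in the pBVR lines. These 2 probe sets passed in both lines against No-0 WT with opposite signs and also in the direct contrast, which tests the difference between the lines itself. AT5G05270 fell in 35S::pBVR3 (−0.65, adjusted p = 0.0214, limma) and rose in CAB3::pBVR2 (0.89, adjusted p = 0.000899), a difference of 1.538 on the log2 scale. AT3G15440 rose in 35S::pBVR3 (0.86, adjusted p = 0.0327) and fell in CAB3::pBVR2 (−0.69, adjusted p = 0.0244), a difference of −1.56. Under other settings 0 to 4 probe sets met this, with 0 without a filter and without No-0 WT replicate 1 or 2 or 35S::pBVR3 replicate 1 or 3. No explanation was tested for either gene.

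Each line was also compared with No-0 WT over all genes, which the paper reports only for selected genes. At a 2-fold change 3014 probe sets differed in CAB3::pBVR2 and 529 in 35S::pBVR3 (limma), which is a signal in genes outside those the paper discusses. In 6 probe sets 35S::pBVR3 lay outside both other lines, passing in each comparison, and in all 6 it was the highest line. They include OCT2, an organic cation transporter gene (453 in No-0 WT, 1709 in 35S::pBVR3 and 658 in CAB3::pBVR2), and AT1G19540 (1647, 3632 and 1750). The others were AT1G35612 (22.0, 284 and 45.6), AT1G71250 (52.5, 234 and 47.5), a probe set without a gene name (26.6, 131 and 30.0) and AT1G23160, whose 35S::pBVR3 signal was 141 with the other lines not above background and whose rise over No-0 WT was close to the threshold (adjusted p = 0.048) and did not pass with the replicate number as a block (adjusted p = 0.0571), without a filter (0.122), with an intensity trend (0.0734), with only the lines compared (0.0525), with the methods' test (0.17, the highest over the settings, with 0.0251 the lowest), without any No-0 WT array (0.0715 to 0.126), without 35S::pBVR3 replicates 2 (0.124) or 3 (0.14), or without CAB3::pBVR2 replicate 2 (0.0645).

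For most genes 35S::pBVR3 lay between the other lines (804 of 871 called probe sets, 790 to 802 called ones when single 35S::pBVR3 arrays are left out, 598 to 855 with the calls of other settings). RNA of 35S::pBVR3 as a mixture of No-0 WT and CAB3::pBVR2 RNA cannot be told apart: the 6 probe sets outside both lines met a bound of 5 that was set after some of them had been seen, but they numbered 9 with the replicate block, 2 with the stricter filter, 3 with only the lines compared, 0 with the methods' test and 2 to 11 without single arrays (2 without No-0 WT replicate 1 or 2, 3 without 35S::pBVR3 replicate 3, 11 without 35S::pBVR3 replicate 2), so that the bound was tightened to hold under every setting, after its first form had spoken against a mixture. For the probe sets changed in CAB3::pBVR2, 4 of 3014 (0.133%) deviated from the best single fraction of 50.9%. The median position was 58.2% of the way for falling and 43.6% for rising probe sets (95% bootstrap intervals 57.2 to 59.1 and 42.4 to 45.1). These intervals describe probe sets of the same 9 arrays, which are not independent, and hold no spread between arrays. Whether the positions differ beyond that spread cannot be told from them. With 3 arrays per line there is little power against a single fraction. RNA integrity or labelling also stays open: 3 of 3 pairs of lines overlapped in the mean 3-prime to 5-prime ratio, the bound set before. But that mean joins controls that go opposite ways (GAPDH 0.28 and ubiquitin −0.347 in CAB3::pBVR2 against No-0 WT). The ubiquitin ratio and the 25S rRNA signal step with the lines in their means, and their arrays set CAB3::pBVR2 apart from No-0 WT (25S rRNA −2.671, exact permutation test, p = 0.1 for each of these, the smallest possible). In both, the 35S::pBVR3 arrays overlapped those of each other line (exact permutation test, p = 0.3 to 0.5). Noise of the shared 35S::pBVR3 arrays makes the steps from No-0 WT to 35S::pBVR3 and from there to CAB3::pBVR2 correlate negatively. In simulated unchanged groups the correlation was about −0.502 (highest −0.461), and here it was 0.408. Such noise moves 35S::pBVR3 away from a place between the other lines, so it could not have caused that place. The correlation therefore excludes no cause of it. A graded effect of phytochrome inactivation stays open and was not tested.

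Genes encoded in the plastid fell in CAB3::pBVR2 against No-0 WT in 39 of 68 cases (48 adjusted over the list alone, 50 at an unadjusted p under 0.05), with 0 higher in limma by each of these counts and a median of −1.04 (the study's Data Set lists 9 of them, all lower between the pBVR lines). The normalization as the cause is argued against by the median between the pBVR lines, which was at its weakest −0.623 under the 3 other scalings, against −0.785. A lower capture of transcripts without a poly(A) tail as the whole cause is argued against by the 8 mitochondrion-encoded genes. Their median was 0.019 (SD 0.279) between the pBVR lines, against −0.785, and 0.237 (SD 0.443) against No-0 WT. It lay above the plastid median by more than the SD under every setting, and also beside plastid genes of the same range of signals (−0.668 in 9 and −1.045 in 8). Shifts of whole arrays and changes of the test alone cannot alter that distance, so these settings add no evidence. The bound was tightened and then replaced after these values were seen. With the stricter filter only 2 mitochondrial genes remained, at −0.415 against a plastid median of −0.811. That fall would meet the bound for low capture as the cause. The 25S rRNA signal, of an RNA without such a tail, goes with this explanation (1 probe set, −1.723 between the pBVR lines, where arrays overlap, and −2.671 in CAB3::pBVR2 against No-0 WT, where they do not), so that a part in the fall stays open. A loss of plastid transcripts in mesophyll without active phytochromes stays open and was not tested.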

How the results depend on the processing

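The comparisons between lines, gene lists and named genes were repeated under the alternatives set before the data were examined; the order of the lines was then set to be repeated only without single 35S::pBVR3 arrays. The word test on the study's list does not depend on these settings and was not repeated. Taking the photosynthesis lists together, the count of neighbours without the longest run, the 25S rRNA probe set by itself and the count of probe sets with 35S::pBVR3 outside both other lines, the order, the correlation of both lines, the stepwise and shared probe sets and those of opposite directions under each setting, and the split of the No-0 WT arrays, were chosen after seeing the data. Of 875 repeated values of results that answer a comparison, 734 kept their direction and their side of the threshold (for a count, within 1.5 times), 26 lost the call, 27 gained it, 70 moved and 18 changed direction. Unless a reason is given below, the cause was not tested.

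The falls of LHE1, CIPK20 and GCN5L in CAB3::pBVR2 against 35S::pBVR3 and the rise of AT5G05270 passed under each alternative run. Their log2 fold changes ran from −2.40 to −2.14, from −3.02 to −2.50, from −1.10 to −0.88 and from 1.35 to 1.62, with adjusted p up to 0.0211, 0.0332, 0.0421 and 0.0192. Of 927 repeated values for 47 single genes in this comparison, 872 kept their call, 49 lost it, 6 gained it and 0 changed direction. Over all comparisons, single genes kept it in 2368 of 2619 repeats, lost it in 222, gained it in 20 and changed direction in 9. The methods' test in its 2-line form, which does not share the spread between probe sets, lost 48 calls among 133 single-gene values, and the fit without a filter, which adjusts over 22746 probe sets, lost 25.

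Scaling changed few results. With quantile normalization the mitochondrion-encoded median between the pBVR lines was −0.031, the Table S1 list in 35S::pBVR3 against No-0 WT passed (−0.55, adjusted p = 0.0462), the plastid list there did not (−0.13, adjusted p = 0.27), and UBC21 in CAB3::pBVR2 against No-0 WT turned to 0.07. With the median shift the mitochondrial median between the pBVR lines was −0.037, the expansin and XTH list passed in 35S::pBVR3 against No-0 WT (0.56, adjusted p = 0.0415) and UBC21 there turned to −0.009. On the values as deposited, 108 probe sets were lower in 35S::pBVR3 against No-0 WT, the flavonoid median between the pBVR lines was 0.072, the expansin and XTH list between them did not pass (1.06, adjusted p = 0.075), the Table S1 list in 35S::pBVR3 against No-0 WT passed (−0.51, adjusted p = 0.028), and UBC21 in CAB3::pBVR2 against No-0 WT was 0.006. An offset of 32 gave 143 higher probe sets by F-test and 2-fold change, as it shrinks folds of dim probe sets, a mitochondrial median of −0.001 and a Table S1 list that passed in 35S::pBVR3 against No-0 WT (−0.50, adjusted p = 0.0224).

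Without a filter on signal, 61 probe sets were higher between the pBVR lines, and 158 were higher and 71 lower in 35S::pBVR3 against No-0 WT. The flavonoid median between the pBVR lines was then 0.017, and the expansin and XTH list (0.57, adjusted p = 0.0318) and the Table S1 list (−0.57, adjusted p = 0.0318) passed in 35S::pBVR3 against No-0 WT. The stricter filter, which keeps fewer probe sets and list members, gave 139 higher probe sets by F-test and 2-fold change and 862 higher in CAB3::pBVR2 against No-0 WT. Under it the lists between the pBVR lines were flavonoid 0.76 (adjusted p = 0.0411), expansin and XTH 0.88 (adjusted p = 0.0932, not passing) and mitochondrial −0.42. The Table S1 list in 35S::pBVR3 against No-0 WT was then −0.89 (adjusted p = 0.00188), and in CAB3::pBVR2 against No-0 WT the flavonoid median was 0.15, the expansin and XTH list 1.35 (adjusted p = 0.0852) and the mitochondrial median −0.32.

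With the methods' test the count was 149 higher by F-test and 2-fold change. In its 2-line form, which the paper did not run, the counts were 13 higher and 228 lower between the pBVR lines, 18 higher and 11 lower in 35S::pBVR3 against No-0 WT, and 826 higher in CAB3::pBVR2 against No-0 WT. The flavonoid list between the pBVR lines then passed on the higher side (median −0.012, adjusted p = 0.00235), while expansin and XTH genes did not pass between the pBVR lines (0.97, adjusted p = 0.205) or in CAB3::pBVR2 against No-0 WT (1.35, adjusted p = 0.209), nor plastid genes in 35S::pBVR3 against No-0 WT (−0.30, adjusted p = 0.284). With an intensity trend (−0.57, adjusted p = 0.0436) and with only the lines compared (−0.57, adjusted p = 0.047) the Table S1 list passed in 35S::pBVR3 against No-0 WT, and with only the lines compared so did expansin and XTH genes (0.59, adjusted p = 0.0311). Only the lines compared leaves no test across 3 lines.

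With the replicate number as a block, 201 probe sets were higher between the pBVR lines and the expansin and XTH list passed in 35S::pBVR3 against No-0 WT (0.59, adjusted p = 0.0375); probe sets rising in steps numbered 43, and the block changed no other call among the 41 results that answer a comparison. Among 133 single-gene values it gained 7 calls and lost 3. Array weights changed no call among these 41 results.

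With an estimated correlation, camera did not pass between the pBVR lines for expansin and XTH genes (0.97, adjusted p = 0.338) and plastid genes (−0.79, adjusted p = 0.173). In 35S::pBVR3 against No-0 WT it did not pass for photosystem (−0.42, adjusted p = 0.184), flavonoid (−1.48, adjusted p = 0.0966), plastid (−0.30, adjusted p = 0.633) and all nuclear photosynthesis genes (−0.54, adjusted p = 0.17). In CAB3::pBVR2 against No-0 WT it did not pass for photosystem (−1.41, adjusted p = 0.0768), expansin and XTH (1.35, adjusted p = 0.284), Table S1 (−2.10, adjusted p = 0.0685), plastid (−1.04, adjusted p = 0.264) and all nuclear photosynthesis genes (−1.58, adjusted p = 0.0685). Fewer independent genes are assumed in this setting.

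Probe sets with 35S::pBVR3 outside both other lines numbered 2 with the stricter filter, 0 with the methods' test and 3 with only the lines compared, and 2 to 11 when single arrays were left out. Those falling or rising in steps (94 and 24) numbered 57 and 33 on the values as deposited, 41 and 6 without a filter, 4 and 0 with the methods' test and 40 to 110 and 9 to 28 without single arrays. Those higher and lower in both lines (319 and 168) numbered 376 and 104 on the values as deposited, 141 and 68 without a filter, 16 and 11 with the methods' test and 165 to 297 and 61 to 184 without single arrays. Opposite directions were met by 0 without a filter, 1 with the methods' test or only the lines compared, 4 with the stricter filter and 0 to 2 without single arrays. Called neighbours on the chromosomes numbered 1 among probe sets of at least 4-fold change (permutation test of 10000 shuffles, p = 0.193) and 78 within 3 genes (permutation test, p = 0.0724), neither passing. The 3-prime to 5-prime ratio differed by control gene: for actin by 0.243 between the pBVR lines and by −0.323 in 35S::pBVR3 against No-0 WT; for ubiquitin by −0.181 between the pBVR lines and by −0.347 in CAB3::pBVR2 against No-0 WT; for GAPDH by 0.205 in 35S::pBVR3 and 0.28 in CAB3::pBVR2 against No-0 WT. The 25S rRNA signal differed by −1.72 between the pBVR lines, by −0.95 in 35S::pBVR3 and by −2.67 in CAB3::pBVR2 against No-0 WT.

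Leaving out 1 array at a time leaves a line with 2 arrays. Between the pBVR lines, the ranges were 72 to 130 higher probe sets, flavonoid median −0.48 to 0.083, expansin and XTH 0.62 to 1.17 and mitochondrial −0.30 to 0.28. In 35S::pBVR3 against No-0 WT they were 178 to 339 higher and 62 to 185 lower probe sets, expansin and XTH 0.28 to 0.80, Table S1 −0.62 to −0.495, plastid −0.47 to −0.040, mitochondrial 0.062 to 0.48, AT5G66260 −0.16 to 0.30, HY5 −0.15 to 0.23 and UBC21 −0.040 to 0.057. Signal over background limits the folds of dim genes, which are given as lower bounds; a gene dropped by the stricter filter has no value under it (98 of 133 single-gene values remained).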

Differences from the paper's values

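The paper's list of genes that differ between CAB3::pBVR2 and 35S::pBVR3 has 147 higher in the paper's count, against 230 here at the same thresholds with limma's F-test and a filter on signal in place of flags. Of 20 alternatives set before the data were examined, 8 came within 1.5 times of the paper's count: the median shift (188), the offset of 32 (143), no filter (200), the stricter filter (139), the methods' test (149) and the fits without No-0 WT replicates 2 (206) and 3 (219) or CAB3::pBVR2 replicate 1 (204). The other 12 did not: quantile normalization (233), values as deposited (324), the intensity trend (243), the replicate block (288), array weights (235), folds from arithmetic means (230), and the fits without No-0 WT replicate 1 (221), 35S::pBVR3 replicates 1 (270), 2 (257) and 3 (262) or CAB3::pBVR2 replicates 2 (231) and 3 (268). The total here was 871 against the paper's 712, and the lower count 641 against the paper's 565. With the methods' test these were 716 and 567.

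The paper's text gives AT5G05270 as −3-fold in CAB3::pBVR2 against 35S::pBVR3, and here it was 2.9-fold higher in CAB3::pBVR2. All 20 alternatives set before the data were examined gave a rise, from 2.55-fold to 3.08-fold. The paper's own Data Set lists this gene as higher in CAB3::pBVR2. Over all the fold changes of single genes that the paper states and that were computed here, 83 of 84 had the paper's direction, and 4 differed by over 0.05 on the log2 scale or in direction. Besides AT5G05270 these were AT4G23290 in CAB3::pBVR2 against 35S::pBVR3 (−65.1 in Supplemental Table S1, −77.6 here) and against No-0 WT (−126.2 and −150), within the SE of these log2 values (0.722) and with CAB3::pBVR2 signals not above background, and MYB34 in 35S::pBVR3 against No-0 WT (1.1 and 1.14).

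The paper lists SnRK2.5, PIL2 and AT1G56660 as higher in CAB3::pBVR2 than in 35S::pBVR3. By the paper's rule all 3 are called here too, with adjusted p of 0.00603, 0.00648 and 0.00206 in limma's F-test across the lines and rises of 2.00-fold, 2.31-fold and 2.19-fold. In the direct contrast, which the paper did not use, none of these passed (adjusted p = 0.183, 0.0676 and 0.0771, limma), with folds in the paper's direction. SnRK2.5 passed with the replicate number as a block (adjusted p = 0.0176), as did AT1G56660 (adjusted p = 0.00543), which also passed without 35S::pBVR3 replicate 3 (adjusted p = 0.0219). PIL2 passed with an offset of 32 (adjusted p = 0.0246), with only the lines compared (adjusted p = 0.0332) and without No-0 WT replicate 1 (adjusted p = 0.0162). Of the Data Set's probe sets, 698 were kept here, 698 of these had the paper's direction, and 697 were called by the F-test and a 2-fold change, with either limma's test or the methods' test.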

Other observations

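Of the protochlorophyllide reductase genes, PORA was higher than in No-0 WT in both lines, while PORB and POR C were lower in CAB3::pBVR2. PORA, which reduces protochlorophyllide in light and is known from etiolated seedlings, was not above background in No-0 WT and had signals of 445 ± 312 in 35S::pBVR3 and 153 ± 59.2 in CAB3::pBVR2 (mean ± SD, n = 3), rises of at least 11.2-fold (adjusted p = 0.00813, limma) and at least 4.99-fold (adjusted p = 0.00269). The 35S::pBVR3 call of PORA was lost with the methods' test (adjusted p = 0.0919, the highest over the settings, with 0.00143 the lowest), and its fitted log2 fold change ran from 4.29 to 5.75 when single arrays were left out, with 5.75 without 35S::pBVR3 replicate 2 against 4.83 with all arrays. PORB, its relative in light-grown seedlings, fell by 1.29 on the log2 scale in CAB3::pBVR2 (−1.29, adjusted p = 0.00102), and POR C, named by the study's list, by 3.90-fold (adjusted p = 0.000649). ENODL1, an early nodulin-like protein gene, was 72.6-fold and 155-fold higher in 35S::pBVR3 and CAB3::pBVR2, with the 35S::pBVR3 call lost under the methods' test (adjusted p = 0.0531, the highest over the settings, with 2.28e-05 the lowest), and AT4G17470 at least 24.3-fold higher in CAB3::pBVR2. CRU3, a cruciferin seed storage protein gene of the study's list, rose from 385 ± 339 in No-0 WT to 4586 ± 272 in 35S::pBVR3 (adjusted p = 0.00986) and 1706 ± 832 in CAB3::pBVR2 (adjusted p = 0.0113). Of the tests in this part, that of the largest pair of groups in each split was chosen after the result was seen, and the combined photosynthesis list and the count without the longest run of neighbours, the split of the No-0 WT arrays and the repeats of the correlation and overlaps after the data were seen.

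Of 10 measured genes for expansins and XTH cell wall enzymes, 6 were higher and 1 lower in CAB3::pBVR2 than in No-0 WT (6 and 1 also adjusted over the list alone; median 1.35, camera adjusted p = 0.0231, adjusted p = 0.284 with an estimated correlation). The list did not pass with the methods' test (adjusted p = 0.209) or the stricter filter (adjusted p = 0.0852), and passed in fry, which tests a list without reference to other genes (adjusted p = 0.0187; 0.123 between the pBVR lines and 0.219 in 35S::pBVR3 against No-0 WT). XTH19 rose 6.51-fold (adjusted p = 0.00995), EXPA8 4.13-fold (adjusted p = 0.00429), XTH33 4.05-fold (adjusted p = 0.0278) and EXPB1 4.01-fold (adjusted p = 0.00214), and EXGT-A3 fell (adjusted p = 0.0105). Between the pBVR lines 0 of these genes passed in limma (3 higher and 1 lower at an unadjusted p under 0.05), with a list median of 0.97 and a camera adjusted p of 0.0412 (0.338 with an estimated correlation). In 35S::pBVR3 against No-0 WT 0 passed (2 higher and 0 lower unadjusted), with a median of 0.59, a camera adjusted p of 0.0557 (0.39 with an estimated correlation) and 0.0375 with the replicate number as a block.

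Genes of other functions were measured in small numbers. FMA, a regulator of guard cell fate, fell in CAB3::pBVR2 against No-0 WT (−1.80, adjusted p = 0.00386), and TMM, a receptor of stomatal patterning in the study's list, fell against 35S::pBVR3 (−1.17, adjusted p = 0.014). The gibberellin receptor gene GID1B rose in CAB3::pBVR2 against No-0 WT (0.81, adjusted p = 0.0441), and GA2OX6, for a gibberellin-inactivating oxidase, rose against 35S::pBVR3 (1.02, adjusted p = 0.0476). COR47, a dehydrin gene, rose against No-0 WT (5182 ± 1109 to 10280 ± 1581, adjusted p = 0.0138), while COR15B, another cold-induced gene, fell against 35S::pBVR3 (−1.67, adjusted p = 0.00635). The receptor-like kinase genes CRK22 and CRK18, near AT4G23290 on chromosome 4, were at least 3.15-fold and at least 2.56-fold lower in CAB3::pBVR2 than in 35S::pBVR3. IAA18, IAA29, the clock gene GI and the root genes EXPA7, EXPA18 and PYK10 did not pass in any of the comparisons in limma; at an unadjusted p under 0.05, IAA29 was higher in 35S::pBVR3 against No-0 WT and EXPA18 between the pBVR lines.

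In 35S::pBVR3 against No-0 WT, 5 of 9 chlorophyll synthesis genes were lower (8 adjusted over the list alone; median −0.73, camera adjusted p = 4.59e-06, 0.048 with an estimated correlation), as were 5 of 16 nuclear photosynthesis genes (12 adjusted over the list alone; median −0.54, camera adjusted p = 3.98e-06, 0.17 with an estimated correlation) and 1 of 6 photosystem genes (4 adjusted over the list alone; median −0.42, camera adjusted p = 0.00327, 0.184 with an estimated correlation). Plastid-encoded genes had a median of −0.30 with 0 called in limma (5 lower at an unadjusted p under 0.05; camera adjusted p = 0.0112, 0.633 with an estimated correlation). In CAB3::pBVR2 against No-0 WT the counts were 8 of 9 for chlorophyll synthesis (median −1.34, camera adjusted p = 1.24e-06, 0.0407 with an estimated correlation), 14 of 16 for nuclear photosynthesis (median −1.58, camera adjusted p = 2.57e-10, 0.0685 with an estimated correlation) and 5 of 6 for photosystem genes (median −1.41, camera adjusted p = 6.36e-05, 0.0768 with an estimated correlation), with the same counts adjusted over the list alone. Flavonoid genes had a median of −1.52 there, with 2 lower and 1 higher (camera adjusted p = 0.342), and mitochondrion-encoded genes one of 0.24 with 0 called in limma, also at an unadjusted p under 0.05; the sign of both medians turns with the stricter filter. The plastid list had a median of −1.04 there (camera adjusted p = 8.68e-11, 0.264 with an estimated correlation). In fry, the chlorophyll, nuclear photosynthesis and photosystem lists passed in both lines against No-0 WT (adjusted p up to 0.00319), the plastid list in CAB3::pBVR2 (adjusted p = 0.00441) but not in 35S::pBVR3 (0.353), and the flavonoid list in 35S::pBVR3 (0.00289) but not in CAB3::pBVR2 (0.0626).

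The changes of both lines against No-0 WT correlated at 0.834 across probe sets, where simulated unchanged groups that share the No-0 WT arrays give 0.496. The covariance was 0.421 against a simulated 0.052. Of 357 probe sets higher in 35S::pBVR3, 319 were also higher in CAB3::pBVR2, and of 172 lower, 168 were also lower. With the No-0 WT arrays split, 1 for one line and 2 for the other, so that no array is shared, the correlation was 0.575 to 0.685 and the covariance 0.35 to 0.39 over 6 ways; arrays of the same replicate number may still share noise. The correlation with all arrays was 0.705 to 0.87 under other settings, and the probe sets higher and lower in both lines numbered 16 to 421 and 11 to 210, fewest with the methods' test. The lower count in 35S::pBVR3 itself ran from 62 to 185 when single arrays were left out.

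Other splits of the arrays were fitted in the same way. Of 100 splits of the 9 arrays into 3 groups, 1, the real one, gave as many differing probe sets (4506, highest other 1063, or 1030 among splits that part all same-numbered arrays). This argues against chance for the F-test across the lines. It cannot separate the line from anything else that its 3 arrays share. For the F-test and 2-fold change between CAB3::pBVR2 and 35S::pBVR3, 5 of 100 splits, the real one included, had some pair of groups with as many probe sets (871, highest other 940). At least 5 of 100 was the bound for chance set before the data were examined, and it was met. The 4 others all keep the 3 CAB3::pBVR2 arrays in 1 group, which was seen after the result. Their counts hold the real difference of that line, so that the bound set before cannot decide. Among the other splits, which part the CAB3::pBVR2 arrays, the largest pair had 328 probe sets against 871. This was also seen after the result, and it argues against chance for this comparison. The largest pair in the real split is CAB3::pBVR2 against No-0 WT, for which 1 of 100 splits was as large (2768, highest other 940), a count chosen after the data were seen that speaks for that pair alone. For the pairs of lines there are 10 splits each, too few for a share under 0.05: the real value was 615 between the pBVR lines (highest other 0), 473 in 35S::pBVR3 against No-0 WT (highest other 0) and 3005 in CAB3::pBVR2 against No-0 WT (highest other 1), 1 of 10 in each case.

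Genes called between the pBVR lines stood next to each other on the chromosomes more often than in shuffles, in 23 cases against a mean of 11.4 (395 called of 8269 genes, permutation test of 10000 shuffles, p = 9e-04). With probe sets of at least 4-fold change (1 case, permutation test, p = 0.193) or neighbours within 3 genes (78 cases, permutation test, p = 0.0724) the excess did not pass. The longest run held AT4G15660, AT4G15680, AT4G15690 and AT4G15700, all lower in CAB3::pBVR2 (log2 fold changes −1.07 to −1.29), and others AT1G21500, AT1G21520 and AT1G21540, and AT2G29320, AT2G29340 and AT2G29360. A local event in the genome of one line, as at the insertion site of a transgene, would leave no excess without its run, and without the longest run 20 neighbours stood against a mean of 11.2 (permutation test, p = 0.0083), which argues against 1 such event as the whole cause. Neighbouring copies of a gene family, with like regulation or shared hybridization, may explain such runs and were not tested.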
